# A core set of venom proteins is released by entomopathogenic nematodes in the genus *Steinernema*

**DOI:** 10.1371/journal.ppat.1007626

**Published:** 2019-05-01

**Authors:** Dennis Z. Chang, Lorrayne Serra, Dihong Lu, Ali Mortazavi, Adler R. Dillman

## Abstract

Parasitic helminths release molecular effectors into their hosts and these effectors can directly damage host tissue and modulate host immunity. Excreted/secreted proteins (ESPs) are one category of parasite molecular effectors that are critical to their success within the host. However, most studies of nematode ESPs rely on *in vitro* stimulation or culture conditions to collect the ESPs, operating under the assumption that *in vitro* conditions mimic actual *in vivo* infection. This assumption is rarely if ever validated. Entomopathogenic nematodes (EPNs) are lethal parasites of insects that produce and release toxins into their insect hosts and are a powerful model parasite system. We compared transcriptional profiles of individual *Steinernema feltiae* nematodes at different time points of activation under *in vitro* and *in vivo* conditions and found that some but not all time points during *in vitro* parasite activation have similar transcriptional profiles with nematodes from *in vivo* infections. These findings highlight the importance of experimental validation of ESP collection conditions. Additionally, we found that a suite of genes in the neuropeptide pathway were downregulated as nematodes activated and infection progressed *in vivo*, suggesting that these genes are involved in host-seeking behavior and are less important during active infection. We then characterized the ESPs of activated *S*. *feltiae* infective juveniles (IJs) using mass spectrometry and identified 266 proteins that are released by these nematodes. In comparing these ESPs with those previously identified in activated *S*. *carpocapsae* IJs, we identified a core set of 52 proteins that are conserved and present in the ESPs of activated IJs of both species. These core venom proteins include both tissue-damaging and immune-modulating proteins, suggesting that the ESPs of these parasites include both a core set of effectors as well as a specialized set, more adapted to the particular hosts they infect.

## Author summary

In this study we found a core set of 52 venom proteins conserved between two insect-parasitic nematodes *Steinernema feltiae* and *Steinernema carpocapsae*, that are released when initially exposed to host tissue. Most of these proteins are conserved in mammalian-parasitic nematodes suggesting that this core set of proteins is important for parasitic nematodes in general. We show that the relevance of *in vitro* model systems to *in vivo* model systems needs to be optimized and experimentally measured. Using an *in vitro* model of parasitic nematode activation, we stimulated protein release from *S*. *feltiae* and evaluated its activity *in vivo*. This activation model was previously developed using *S*. *carpocapsae* and we conclude that this method is robust and can be generalized to other EPNs (entomopathogenic nematodes). We found notable characteristics of *S*. *feltiae* venom including time-dependent decreases in protein amount and toxicity after exposure to host tissue, which differs from what has been previously reported for other EPNs, illustrating diversity in parasitic strategies among EPNs. Additionally, naïve *S*. *feltiae* infective juveniles (IJs) not exposed to host tissue release considerable amounts of protein. These proteins however are not toxic and differ in composition from those of activated IJs.

## Introduction

Parasitic nematodes continue to be a major source of mortality and morbidity worldwide, infecting nearly 25% of the global population [1, 2]. The molecules that are released by these parasites, including the excreted/secreted proteins (ESPs), represent the major interface between hosts and parasites, and directly influence the survival and health of the parasites as well as the pathology they cause to the hosts [3, 4]. Despite an abundance of studies addressing mechanistic aspects of host immune response to nematode parasites, there is a distinct paucity of molecular information about most parasitic nematodes, where few secreted molecules have been studied in detail. Further, the role of the parasite ESP composition in determining host specificity is unknown. What is known relies largely on ESP studies where release of the ESPs is stimulated and collected *in vitro*. An underlying assumption is that the ESPs collected under these conditions are relevant and similar to the ESPs released in *in vivo* infections, though this assumption has not been experimentally validated for most if not all such studies [3]. Obtaining enough ESPs from nematodes that are actively involved in a host infection for subsequent analysis is difficult if not impossible. However, sequencing the transcriptomes of individual nematodes [5, 6], provides a way of comparing transcriptional profiles of parasites undergoing *in vitro* activation and *in vivo* infection.

Entomopathogenic nematodes (EPNs) are parasites of insects that rapidly kill their hosts. When EPNs deplete host nutrients the developing generation emerges from the cadaver as infective juveniles (IJs), an alternative third-stage larval form (L3) that is developmentally arrested, similar to the dauer juvenile stage in *C*. *elegans* [7]. The IJs are the only free-living stage of these nematodes, and they actively seek hosts to infect [8, 9]. Upon entering a new host, the IJs undergo the process of activation, or recovery from dauer, which entails resumption of growth and development, along with changes in morphology and gene expression that facilitate transition from a free-living form to an actively parasitic form [5, 10–12].

EPNs are being used as models for host-parasite interactions including ecology [13, 14], host-seeking behavior [9, 15], neurobiology [8], parasite activation [5, 16, 17], and the role of secreted products in parasitism [5, 18, 19]. There are more than 70 described species of EPNs in the genus *Steinernema*, and these vary in their host range and specificity [20, 21], making these nematodes a potential model for understanding the evolution of ESPs and their role in niche partitioning among parasites. For example, *S*. *carpocapsae* is a generalist parasite capable of infecting more than 250 different species of insects from at least 13 orders [22, 23], while other species such as *S*. *scapterisci* and *S*. *scarabaei* are specialist parasites infecting a much narrower range of species [24, 25]. A recent study of the *S*. *carpocapsae* secretome found that this generalist parasite releases more than 450 different proteins when initiating active parasitism. Many of these proteins were hypothesized to be involved in tissue damage and immunosuppression of the host [5]. *S*. *feltiae* is another generalist EPN parasite but with a more limited host range than *S*. *carpocapsae* and in a different clade within *Steinernema* [26, 27]. Several studies have shown that *S*. *feltiae* IJs use their cuticle to suppress and evade host immunity [28–30]. It has even been postulated that unlike *S*. *carpocapsae*, *S*. *feltiae* does not use secretion processes or secreted proteins to induce host immunosuppression [31].

Here we utilized RNA-seq from individual *S*. *feltiae* nematodes throughout a time course of *in vitro* and *in vivo* activation to compare the induction of ESPs under these different conditions. We reported the secretome of *S*. *feltiae* and tested its activity *in vivo*. We showed that activated *S*. *feltiae* IJs release a variety of proteins likely involved in tissue damage as well as immune modulation. By analyzing the *in vivo* time course of activation, we identified putative neuropeptide pathway genes likely to be involved in host-seeking behavior as the expression of these genes decreased as the nematodes is activated. Further, using comparative analysis we identified a core suite of 52 ESPs released by both *S*. *feltiae* and *S*. *carpocapsae* during active parasitism, indicating that despite differences in host range and specificity, some proteins may be broadly useful in parasitizing insect hosts. Most of these core proteins are conserved in nematode parasites of mammals, suggesting that they have an important and conserved role in parasitism.

## Results

### Steinernematids initiate active parasitism when exposed to host tissue

We utilized an *in vitro* activation method previously used for *S*. *carpocapsae* and *S*. *scapterisci* [5, 17] to determine how *S*. *feltiae* IJs activate. We exposed *S*. *feltiae* IJs to insect homogenate and found that they activated in a manner similar to what has been described for *S*. *carpocapsae* and *S*. *scapterisci* (Fig 1). Expansion of the pharyngeal bulb was found to be a reliable indicator of IJ activation [5, 16, 17] and this feature was used to quantify activation. In naïve IJs (IJs not exposed to host tissue) the pharyngeal bulb is often difficult to observe at 400x magnification (Fig 1A). At 1000x magnification (Fig 1B) the pharyngeal bulb can be seen, however the bulb is typically more compressed, seemingly deflated, when compared to activated nematodes. As IJs are exposed to host tissue over time they begin exhibiting partially-activated morphology characterized by partial expansion of the pharyngeal bulb (Fig 1D) which, in contrast to naïve IJs, is more expanded and can be readily observed at 400x (Fig 1C). These differences allow us to quickly and efficiently differentiate between non-activated and activated IJs under 400x magnification. After 6 hours of exposure to insect tissue, approximately 25% of IJs exhibit fully activated morphology with full expansion of the pharyngeal bulb, which is wider and appears rounder than the oval shape of partially activated nematodes (Fig 1F and 1D). Similar to what was observed for *S*. *carpocapsae*, *S*. *feltiae* exhibits high levels of activation (combined partial and full activation) after only 6 hours of exposure to host tissues (Fig 1G). However, *S*. *feltiae* IJs exhibited a higher percentage of fully activated morphology (approx. 25%) compared to *S*. *carpocapsae* (approx.15%) at 6 hours. And while both species displayed time-dependent increase in activation rates, *S*. *feltiae* activation rates were often higher than *S*. *carpocapsae* with significantly higher full activation rates after 6, 24, and 30 hours of exposure (Fig 1G, S1 Table).

**Fig 1:**
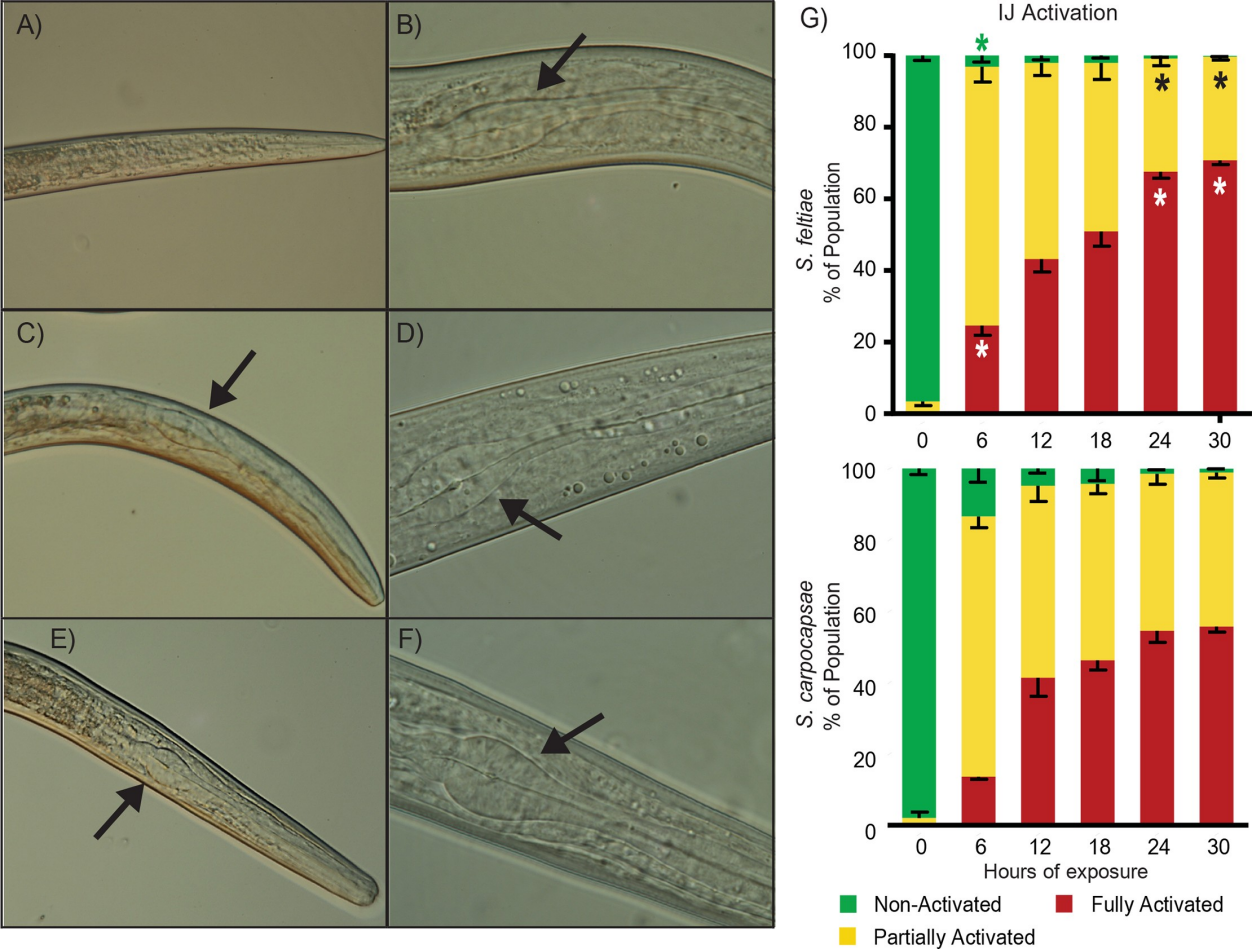
Activation of *S*. *feltiae* IJs. The left panel images are representative images of the head region of *S*. *feltiae* IJs exhibiting (A) naïve, (C) partially activated, and (E) fully activated morphology (400x). The pharyngeal bulb, if observable, is indicated by a black arrow. The right panel images are 1000x representative images of the *S*. *feltiae* IJs exhibiting activation morphology corresponding to the left panel images with (B) naïve, (D) partially activated, and (F) fully activated. (G) Time course activation rates based on activation morphology of IJs exposed to insect homogenate for 0, 6, 12, 18, 24, and 30 hours. All activation rate data was taken from IJs observed under 400x. The top graph is of *S*. *feltiae* activation and bottom graph is of *S*. *carpocapsae* activation (*S*. *carpocapsae* activation was reproduced from Lu. et al, 2017 with the addition of a 0-hour time point). Stars in the columns of the *S*. *feltiae* activation graph indicates a significant difference with p<0.05 between *S*. *feltiae* and *S*. *carpocapsae* rates of the same category (e.g. *S*. *feltiae* 6 hr full activation compared to *S*. *carpocapsae* 6 hr full activation, data in S1 Table). Column bars represent the mean with error bars representing standard deviation. Statistical analysis was done using a repeated measures two-way ANOVA with Sidak’s multiple comparisons test.

### Activated *Steinernema* IJs release toxic proteins into their hosts

After determining the activation dynamics of *S*. *feltiae* IJs, we collected the ESPs of activated *S*. *feltiae* IJs to determine their effect in insects. *S*. *feltiae* IJs were activated in insect homogenate for 0, 6, 12, 18, 24, or 30 hours, washed to remove the insect homogenate, and incubated in PBS for 3 hours where they continued releasing ESPs. The PBS (with accumulated ESPs) was then filtered through a 0.22 μm filter to remove the IJs and concentrated for further experiments. The relative age of all the ESPs were the same; at most, they were 3 hours old. We found that the profile of *S*. *feltiae* ESPs changed over time with proteins between 25 and 37 kDa being consistently present from 6–30 hours while proteins between 37–75 kDa peaked at 12 hours and diminished in abundance thereafter (Fig 2A). There was an overall time-dependent decrease in proteins released by *S*. *feltiae* (S1 Fig). Comparing the protein band profiles of *S*. *feltiae* and *S*. *carpocapsae* ESPs side-by-side shows that the majority of *S*. *feltiae* ESPs are between 25 and 75 kDa while *S*. *carpocapsae* ESPs are more concentrated in a narrower size range, between 25 and 50 kDa (Fig 2B). Naïve *S*. *feltiae* IJs produced a relatively large amount of ESPs, with most of these proteins below 37 kDa (Fig 2A and 2B) while naïve *S*. *carpocapsae* IJs produced undetectable levels of ESPs (Fig 2B).

**Fig 2:**
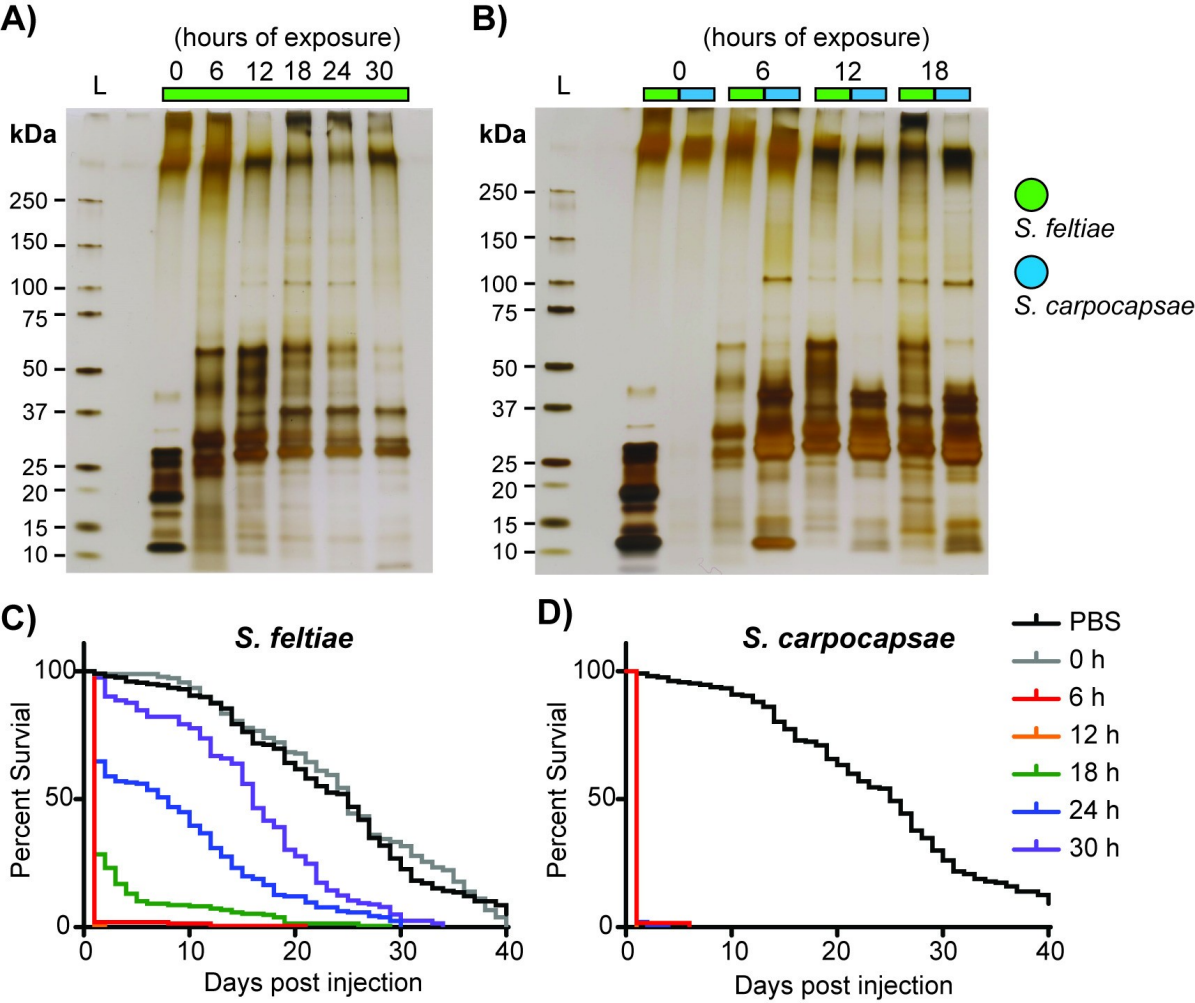
Steinernema IJs release toxic proteins. (A) Silver stained protein gel of whole ESPs collected from *S*. *feltiae* IJs activated for 0 (non-exposed), 6, 12, 18, 24, and 30 hours in insect homogenate. All time course activations were done with approximately 2.5 million IJs and the collected ESPs were concentrated to the same volume (300 μl) and the same volume (3 μl) was loaded to each lane. (B) Silver stained protein gel of whole ESPs (1 μg) from *S*. *feltiae* (green) and *S*. *carpocapsae* (blue) activated for 0, 6, 12, and 18 hours. (C) Survival curves of flies injected with 20 ng of whole ESPs from *S*. *feltiae*. (D) Survival curves of flies injected with 20 ng of whole ESPs from *S*. *carpocapsae* (*S*. *carpocapsae* survival curve was recapitulated from Lu. et al, 2017). Each survival curve includes 3 or more biological replicates totaling at least 180 flies.

Next, we tested the activity of *S*. *feltiae* ESPs in insect hosts. We injected 20 ng of *S*. *feltiae* ESPs into *Drosophila melanogaster* adults and monitored their survival. We found that the ESPs from naïve (0 hour) IJs were not toxic (Fig 2C). ESPs collected from the early activation time points (6 and 12 hours) exhibited the highest toxicity while ESPs from later activation time points (18, 24, and 30 hours) decreased in toxicity (Fig 2C). This activation-dependent toxicity is in stark contrast with *S*. *carpocapsae* ESPs, which maintained consistently high toxicity levels, even for ESPs collected after 30 hours of activation (Fig 2D). Late stage L4 and early adults were present at the later time points (24 and 30 hours) and since the more developed nematodes are fragile it was possible that some of these nematodes were damaged and unable to continue producing ESPs or were producing different ESPs. To address this possibility, we quantified the number of damaged nematodes throughout activation using a vital stain (0.2% trypan blue). Since it was the later time points (18, 24, and 30 hours) that exhibited notable decreases in ESP amount and toxicity we compared the number of damaged nematodes in these groups to that found among the 6-hour activated nematodes. The number of damaged nematodes did increase at the later time points (as expected) but the only group that exhibited a significantly higher percentage of damaged nematodes was the 30-hour time point, which accounted for less than 5% of the population (S2 Fig and S2 Table). Further, to simulate harsh experimental handling of the nematodes we repeated the activation time course but applied manual crushing/pressing of the activation sponge before washing the nematodes out for staining and observation. We found that manual crushing/pressing of the sponge caused significant increases in the percentages of damaged nematodes, with the highest average just below 12% at the 30-hour time point (S2 Fig and S2 Table). We also evaluated whether the toxicity we observed was primarily from nematode-derived ESPs or contamination from its symbiotic bacteria, *Xenorhabdus bovenii*. We compared ESPs from axenic *S*. *feltiae* IJs activated for 6 hours and found that the profile of ESPs and the toxicity (S3 Fig) were similar to those of symbiotic IJs (Fig 2A–2C), leading us to conclude that the toxicity in these experiments is a result of nematode-derived ESPs.

### Comparative transcriptome analysis of *in vitro* and *in vivo* activated *S*. *feltiae* IJs reveals a core set of genes expressed at 6 hours after activation

We performed single-nematode RNA-seq analysis [6] in order to identify the similarities and differences between the activation of *S*. *feltiae in vivo* and *in vitro*. 

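Gene expression was measured by RNA-seq of single nematodes, for which the poly-A RNA of each nematode was reverse transcribed, amplified by PCR and sequenced as its own library. The 27 nematodes form 9 groups of 3. They are naïve IJs, which had not been exposed to host tissue, IJs activated in vitro in waxworm homogenate for 3, 6 and 9 hours, and nematodes dissected out of infected waxworms at 3, 6, 9, 12 and 15 hours. The authors mapped the reads to the S. feltiae transcriptome with Bowtie and quantified them with RSEM. For each of 33459 genes they deposited the expected count, which is the number of reads the RSEM model assigns to the gene, and the same abundance as TPM and FPKM. The deposited TPM sum to the same total in every library, and no batch correction was found in them. The total expected count of the naïve IJs ranged from 10503227 to 11074161, with a median of 10702994. In vitro it ranged from 875478 to 3604010 (median 2092248) at 3 hours, from 9316920 to 13434429 (median 11273609) at 6 hours and from 461692 to 2864098 (median 1627116) at 9 hours. In vivo it ranged from 8298555 to 8778374 (median 8360509) at 3 hours, from 9499439 to 13531372 (median 12875300) at 6 hours and from 6190639 to 11381375 (median 7899603) at 9 hours. At the later in vivo hours the range was 6411070 to 8877805 (median 7239486) at 12 hours and 9418017 to 11796359 (median 10254700) at 15 hours. The 6 nematodes activated in vitro for 3 and 9 hours, which the paper's methods batch corrected against all other activated nematodes, therefore hold the lowest totals, with a median of 1859682 against 9499439 in the other 21. Between 5992 and 14586 genes reached 10 counts in these 6 libraries, and between 15423 and 19045 in the other 21. The methods do not say in which batch the naïve IJs were. Because this batch holds every nematode activated in vitro for 3 or 9 hours and no in vivo nematode, batch and condition cannot be told apart between in vitro and in vivo at those hours. The smallest share that a library could show, taken as 3 counts of its total, was between 0.222 and 6.5 CPM. These floors cover counting error only, since PCR copies without molecular identifiers are not independent molecules. The expected counts were rounded to whole numbers and tested with edgeR, and TPM were used for profiles, clusters and single-gene values.

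**Figure D1:**
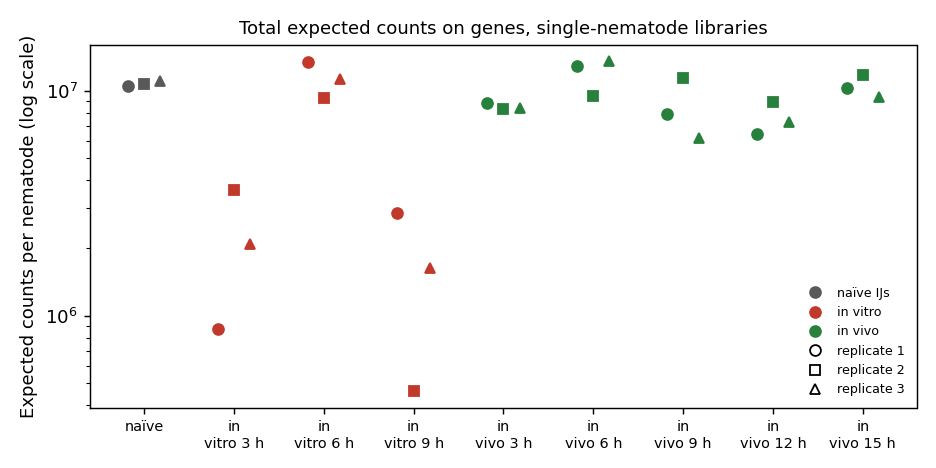
Total expected counts on genes for each of the 27 single-nematode libraries, on a log scale, by group, with a symbol for each replicate number. The libraries of 3 and 9 hours in vitro lie between 461692 and 3604010 counts, below every other library, the lowest of which has 6190639.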

We collected RNA from 3 individual nematodes activated *in vitro* for 3, 6, and 9 hours and from nematodes dissected out of infected waxworms (*in vivo*) at 3, 6, 9,12, and 15 hours. 

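Each activated group of 3 nematodes was compared with the 3 naïve IJs by edgeR's quasi-likelihood F-test on TMM-normalized counts, with p-values adjusted by the Benjamini-Hochberg method. Genes were called differentially expressed at an FDR under 0.05 and a fold change above 2, which are the thresholds of the paper's methods. Between 6 hours in vitro and naïve IJs, 18797 genes had at least 10 counts in at least 3 of the 6 nematodes. Of these, 4526 were differentially expressed, 2129 upregulated and 2397 downregulated. Among the alternative settings, an FDR under 0.01 with a fold change above 4 moved this number most, to 1539 genes. With the replicate number as a block, as a check on any pairing of the nematodes, 3818 genes were called. The fits that each left out 1 of the 6 nematodes gave between 2999 and 4574 genes. By the same test, 5829 of 17435 genes were differentially expressed at 3 hours in vitro and 8036 of 17331 at 9 hours in vitro. The in vivo comparisons gave 4108 of 18649 genes at 3 hours, 5903 of 19055 at 6 hours, 5959 of 18370 at 9 hours, 5546 of 18578 at 12 hours and 6441 of 18498 at 15 hours. The largest increases at 6 hours in vitro, among called genes of at least 10 TPM whose nematodes did not overlap between the groups, were from no reads at all in naïve IJs. L889_g5185, described in S3 Table as a chymotrypsin-like serine protease precursor, had 3450 ± 1010 TPM (SD, n = 3) and a log2 fold change of 18.72 (SE 0.87, FDR 8.7e-05 from edgeR). L889_g16875, with the same description, had 2010 ± 700 TPM (SD, n = 3) and a log2 fold change of 17.98 (SE 0.96, FDR 0.00011 from edgeR). L889_g8612, for which the paper's files give no description, had 739 ± 56.0 TPM (SD, n = 3) and a log2 fold change of 16.67 (SE 0.65, FDR 6.6e-05 from edgeR). Fold changes from 0 depend on the small count that edgeR adds to each gene, and the naïve libraries could show no share below 0.271 to 0.286 CPM. The F-test gives no SE, so each SE was computed as the size of the log2 fold change divided by the square root of the F statistic. For a gene without reads in 1 of the groups, it cannot be read as the error of the fold change. The largest decreases were in genes without a description. L889_g6614 fell from 1090 ± 1770 TPM (SD, n = 3) to 0 in all 3 nematodes, a log2 fold change of -15.73 (SE 3.72, FDR 0.025 from edgeR). Its level was uneven between the naïve IJs, at 3130, 137 and 3.96 TPM. L889_g6613 fell from 316 ± 483 TPM (SD, n = 3) to 0, a log2 fold change of -12.50 (SE 2.61, FDR 0.016 from edgeR). DESeq2 did not call it, either for a high adjusted p or because it returned none. The level of this gene was uneven as well, at 30.3, 44.8 and 873 TPM in the naïve IJs. The third gene fell from 2440 ± 730 to 0.3 TPM, a log2 fold change of -12.27 (SE 0.81, FDR 7.5e-05 from edgeR).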

We performed differential expression (DE) analysis using edgeR [32] and found 5670 genes to be differentially expressed between 6 hours *in vitro* activated IJs and naïve IJs (Fig 3A). Among these genes, 3 general gene expression patterns were observed: Increasing expression over time, increasing first and then decreasing over time, and high levels of expression in naïve IJs with expression decreasing over time (Fig 3A).

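The 4526 differentially expressed genes were grouped by k-means with K = 3 on the 9 group means of log2(TPM + 1), centered and scaled for each gene. The clusters held 991 genes that increased over time (21.9%), 1137 that increased and then decreased (25.1%) and 2398 that were highest in naïve IJs (53.0%). They were named by the hour at which their mean profile was highest over naïve IJs and the in vivo hours. A lower pseudocount of 0.1, a TPM filter, or limma's removeBatchEffect for the batch of 3 and 9 hours in vitro gave between 940 and 1206 genes in the increasing cluster, between 931 and 1127 in the next and between 2146 and 2411 in the cluster highest in naïve IJs. Under hierarchical clustering (2395, 2120 and 11 genes) and without replicate 2 (2395, 1223 and 908 genes), 2 of the clusters took the same name. In these settings the increasing cluster and the one that increased and then decreased could not be told apart by name. Mean TPM in the increasing cluster was 34.8 ± 1.93 (SD, n = 3 nematodes) in naïve IJs and 509 ± 15.4 (SD, n = 3) at 15 hours in vivo. Mean TPM in the cluster highest in naïve IJs was 171 ± 8.98 (SD, n = 3) in naïve IJs and 18.4 ± 2.33 (SD, n = 3) at 15 hours in vivo.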

**Fig 3:**
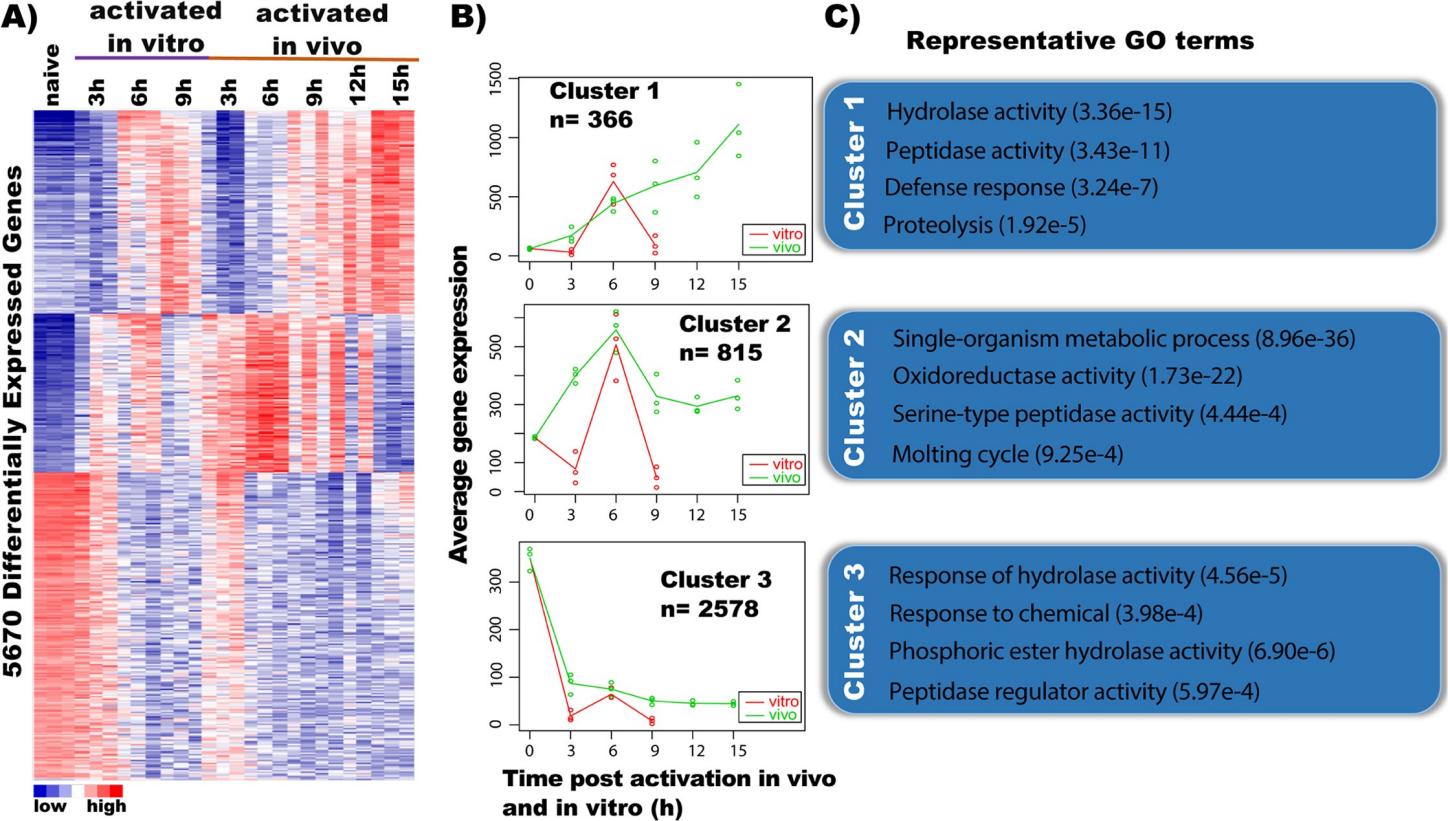
Genes differentially expressed during *in vitro* and *in vivo* IJ activation. (A) Heatmap showing the K-means of 5670 differentially expressed genes (FDR < 0.05) in activated IJs *in vitro* and *in vivo* using K = 3. (B) MaSigPro profiles of gene clusters during the time course (*in vitro* red, *in vivo* green). (C) Representative GO terms for each MaSigPro cluster.

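MaSigPro was not run here. In its place, the in vitro and in vivo time courses were compared with edgeR's quasi-likelihood F-test on the counts of all 27 nematodes, over the 3 contrasts of in vitro against in vivo at 3, 6 and 9 hours jointly. Of the 4526 genes differentially expressed between 6 hours in vitro and naïve IJs, 1265 (27.9%) differed between the time courses at an FDR under 0.05 (Benjamini-Hochberg). The difference was largest at 9 hours for 766 of these genes (60.6%), at 3 hours for 354 (28.0%) and at 6 hours for 145 (11.5%). Across the 1265 genes, the median size of the log2 difference was 1.01 at 3 hours, 0.52 at 6 hours and 1.35 at 9 hours. Of the 1265 genes, 415 were in the increasing cluster, 301 in the cluster that increased and then decreased and 549 in the cluster highest in naïve IJs. With a quadratic regression of log2(TPM + 1) on the hours and an R-squared of at least 0.7, 260 genes differed, the largest change among the alternatives on these genes. In that regression the naïve IJs were entered in both time courses, and the lower number may follow in part from the R-squared threshold. With the replicate number as a block, 1167 genes differed. The nematodes of 3 and 9 hours in vitro are a batch of their own, so that the differences at these hours cannot be separated from the batch.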

With the 5670 differentially expressed genes between 6-hour *in vitro* activated IJs and naïve IJs, we then used MaSigPro to identify genes with significant expression differences and similarities between *in vitro* and *in vivo* time courses and identified 3 major clusters (Fig 3B), similar to the result from edgeR analysis (Fig 3A) [33]. 

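In the increasing cluster of 991 genes, expression was lower in vitro than in vivo for 726 genes (73.3%) at 3 hours, for 314 (31.7%) at 6 hours and for 685 (69.1%) at 9 hours. Mean TPM of the cluster was 99.3 ± 15.0 (SD, n = 3 nematodes) at 3 hours in vitro and 215 ± 106 (SD, n = 3) at 3 hours in vivo. At 9 hours it was 182 ± 27.4 (SD, n = 3) in vitro and 404 ± 78.1 (SD, n = 3) in vivo. The difference of the means was larger than either SD at both hours. The choice of the genes by their change at 6 hours in vitro may lower the number at 6 hours.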

Cluster 1 consists of 366 genes that demonstrate a distinct profile between *in vitro* (red) and *in vivo* (green) conditions (Fig 3B). While the 6-hour *in vitro* and 6-hour *in vivo* samples had similar gene expression levels, many of these genes showed increasing expression up to 15 hours *in vivo*, whereas they showed decreasing expression by 9 hours *in vitro*. 

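At 6 hours the mean TPM of the increasing cluster was 420 ± 48.5 (SD, n = 3 nematodes) in vitro and 292 ± 23.4 (SD, n = 3) in vivo, a difference larger than the SD of either group. On the scale of the mean log2(TPM + 1), the values were 5.41 ± 0.14 (SD, n = 3) in vitro and 5.00 ± 0.07 (SD, n = 3) in vivo. In vivo, 625 of the 991 genes (63.1%) had a higher mean log2(TPM + 1) at 15 hours than at 6 hours. In vitro, 682 of the genes (68.8%) had a lower mean log2(TPM + 1) at 9 hours than at 6 hours. Mean TPM in vivo was 292 at 6 hours, 404 at 9 hours, 363 at 12 hours and 509 at 15 hours, and in vitro it fell from 420 at 6 hours to 182 at 9 hours. On the log2 scale, where highly expressed genes weigh less, the in vivo means were 5.35 at 9 hours, 5.50 at 12 hours and 5.51 at 15 hours, and the in vitro mean was 4.59 ± 0.28 (SD, n = 3) at 9 hours. The 6-hour and 9-hour in vitro nematodes were processed in different batches. The genes were chosen by their change at 6 hours in vitro, which by itself can raise the 6-hour in vitro mean. The comparisons of that mean with 6 hours in vivo and with 9 hours in vitro are therefore not independent of the choice.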

GO terms for defense response (p-value 3.24e-7), proteolysis (p-value 1.92e-5) as well as enzymatic activities such as peptidase (p-value 3.43e-11) and hydrolase (p-value 3.36e-15) are enriched in cluster 1 (Fig 3C). Enzymatic activity is also a feature of cluster 2 (815 genes) with enzymes such as oxidoreductase (p-value 1.73e-22) and serine-type peptidase (p-value 4.44e-4) reaching a peak of expression at 6 hours *in vitro* and *in vivo*. 

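The cluster that increased and then decreased held 1137 genes. In vivo, 590 of them (51.9%) had their highest mean log2(TPM + 1) of the 5 hours at 6 hours, and 216 had it at 3 hours. In vitro, 79 genes (6.9%) had their highest mean of the 3 hours at 6 hours, while 508 had it at 3 hours and 550 at 9 hours. Mean TPM of the cluster in vitro was 235 ± 24.9 (SD, n = 3 nematodes) at 3 hours, 134 ± 2.06 (SD, n = 3) at 6 hours and 305 ± 32.2 (SD, n = 3) at 9 hours, from 63.6 ± 8.56 (SD, n = 3) in naïve IJs. In vivo it was 151 ± 12.4 (SD, n = 3) at 3 hours, 167 ± 18.0 (SD, n = 3) at 6 hours and 145 ± 24.9 (SD, n = 3) at 9 hours. On the scale of the mean log2(TPM + 1), the in vivo values were 5.13 ± 0.19 at 3 hours, 5.34 ± 0.03 at 6 hours and 4.91 ± 0.23 at 9 hours (SD, n = 3 each), and those in vitro 5.59 ± 0.27, 4.97 ± 0.06 and 5.53 ± 0.04. At 15 hours in vivo mean TPM was 99.0 ± 5.34 (SD, n = 3). The 3-hour and 9-hour in vitro values come from the batch of their own, and the 6-hour value does not. The clusters were formed on these in vitro means too, so the low 6-hour value may follow in part from the grouping.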

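In the cluster highest in naïve IJs, 2302 of the 2398 genes (96.0%) had a lower mean TPM at 3 hours in vitro than in naïve IJs, and 2347 (97.9%) at 3 hours in vivo. Individually tested with edgeR, 1459 genes (60.8%) were downregulated at 3 hours in vitro and 1373 (57.3%) at 3 hours in vivo. At 9 hours these numbers were 1948 (81.2%) in vitro and 1888 (78.7%) in vivo. Mean TPM of the cluster was 171 ± 8.98 (SD, n = 3 nematodes) in naïve IJs, 68.0 ± 14.4 (SD, n = 3) at 3 hours in vitro and 61.4 ± 14.5 (SD, n = 3) at 3 hours in vivo. It went on falling to 26.6 ± 3.89 (SD, n = 3) at 6 hours in vitro and to 37.6 ± 7.51 (SD, n = 3) at 6 hours in vivo. The genes were chosen by their change at 6 hours in vitro, where 2381 (99.3%) were downregulated, so only the other groups add to what the choice already fixes.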

Lastly, cluster 3 consists of 2578 genes that decrease within 3 hours of activation. GO analysis of cluster 3 genes found enrichments in terms involved with response to hydrolase activity (p-value 4.56e-5), response to chemical (p-value 3.98e-4) and enzyme activity such as phosphoric ester hydrolase activity (p-value 6.90e-6) and peptidase regulator activity (p-value 5.97e-4) (Fig 3C).

An analysis of changes in gene expression over the time course (3, 6, 9,12, and 15 hours post infection) of *in vivo* activation also identified 3 major patterns of expression or clusters (S4 Fig). 

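The in vivo time course was tested over naïve IJs and the 5 in vivo hours, 18 nematodes in all, by edgeR's quasi-likelihood F-test on the counts, with no shape imposed on the course. Of 20449 genes, 8685 changed over time at an FDR under 0.05 (Benjamini-Hochberg). With a quadratic regression of log2(TPM + 1) on the hours and an R-squared of at least 0.7, the alternative that moved this number most, 2535 genes changed. With the replicate number as a block, 8031 genes changed. Expression was highest in naïve IJs for 3753 of the 8685 genes (43.2%). It was highest at 3 hours for 925 (10.7%), at 6 hours for 1601 (18.4%), at 9 hours for 328 (3.8%), at 12 hours for 1379 (15.9%) and at 15 hours for 699 (8.0%).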

Cluster 1 has 286 genes and GO terms for defense response (p-value 1.44e-5) and enzymatic activity such as hydrolase (p-value 4.01e-9) and peptidase (p-value 6.49e-9) (S4 Fig). Cluster 3 consists of 1,153 genes and GO analysis found enrichments in terms involved in enzymatic regulation such as negative regulation of catalytic activity (p-value 4.71e-4), regulation of serine kinase activity (p-value 2.21e-4) and regulation of protein phosphorylation (p-value 2.18e-5). 

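Among the 3753 genes that changed over the in vivo time course and were highest in naïve IJs, the median log2 change from naïve IJs was -1.29 at 3 hours. It was -1.64 at 6 hours, -1.70 at 9 hours, -1.65 at 12 hours and -2.04 at 15 hours. Expression was higher at 6 hours than at 3 hours for 844 of these genes, and 542 (14.4%) had a higher mean at 6 hours than at both 3 and 9 hours. The lowest in vivo mean was at 3 hours for 290 of the genes and at 15 hours for 2046. These genes were grouped by the hour of their highest expression, not by MaSigPro.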

Cluster 2 has 1,353 genes which have a high expression in IJs and a sharp decrease in gene expression by 3 hours with a minor peak at 6 hours (S4 Fig). GO analysis reveals enzymatic activity is also a feature of cluster 2 with enzymes such as kinase (p-value 7.89e-5) and phosphoprotein phosphatase (p-value 5.8e-4). Interestingly, the GO analysis is also enriched for neuropeptide signaling pathway (p-value 4.18e-10) (S4 Fig, Cluster 2). We investigated further into the neuropeptide pathway genes and found that L889_g32029 (*Sf-flp-21*), which is orthologous to *C*. *elegans flp-21* and is a neuropeptide important for host-seeking behavior [34], decreases 8-fold in expression (S4 Fig). Similarly, L889_g7374 (*Sf-flp-11*), which is an ortholog of *C*. *elegans flp-11*, demonstrates strong expression at the IJ stage but has the sharpest decrease by 15 hours (S4 Fig). 

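L889_g32029 (Sf-flp-21) had 24.2 ± 4.02 TPM (SD, n = 3) in naïve IJs and 3.06 ± 1.36 TPM (SD, n = 3) at 15 hours in vivo. The decrease in TMM-normalized counts was 4.35-fold, a log2 fold change of -2.12 (SE 0.43, FDR 0.0065 from edgeR's quasi-likelihood F-test with Benjamini-Hochberg adjustment). The ratio of the mean TPM was 7.9. TMM scaled the libraries by factors of 1.25 to 1.46 for naïve IJs and 0.74 to 0.75 for 15 hours in vivo, and TPM carry no such scaling. The 10 genes with the most counts held 11.9% to 13.7% of the counts in naïve IJs and 17.6% to 19.2% at 15 hours in vivo. The gene's expected counts lay between 8 and 127 in these 6 nematodes, and all 3 nematodes at 15 hours were below all 3 naïve IJs. The log2 fold change stayed between -2.54 and -1.86 in the 6 fits that each left out 1 nematode. Mean TPM was 21.7 at 3 hours, 17.3 at 6 hours and 8.66 at 9 hours in vivo.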

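L889_g7374 (Sf-flp-11) had 485 ± 154 TPM (SD, n = 3) in naïve IJs and 13.0 ± 2.34 TPM (SD, n = 3) at 15 hours in vivo. Its log2 fold change of -4.38 (SE 0.34, FDR 0.00011 from edgeR) was the largest decrease among the 16 neuropeptide pathway genes listed in S4 Fig C. It stayed between -4.68 and -4.20 in the 6 fits that each left out 1 nematode. Mean TPM was 127 at 3 hours, 32.0 at 6 hours and 33.6 at 9 hours in vivo, so that most of the decrease had occurred by 6 hours.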

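All 16 neuropeptide pathway genes listed in S4 Fig C had a lower mean TPM at 15 hours in vivo than in naïve IJs. Of these, 14 were downregulated by the thresholds used for all genes, with log2 fold changes over the 16 genes from -4.38 to -0.64. With an FDR under 0.01 and a fold change above 4, the alternative that moved this number most, 9 genes were downregulated. A block for the replicate number gave 13. L889_g30047, orthologous to flp-3, fell from 461 ± 93.0 to 29.3 ± 4.77 TPM (SD, n = 3), a log2 fold change of -3.14 (SE 0.27, FDR 0.00016 from edgeR). L889_g15885, orthologous to flp-18, fell from 66.5 ± 7.82 to 10.9 ± 1.43 TPM (SD, n = 3), a log2 fold change of -1.78 (SE 0.22, FDR 0.00069 from edgeR). L889_g27993, orthologous to flp-14, fell from 100 ± 15.7 to 26.2 ± 6.66 TPM (SD, n = 3), a log2 fold change of -1.10 (SE 0.26, FDR 0.012 from edgeR). L889_g32992, orthologous to flp-7, fell from 104 ± 53.5 to 24.6 ± 4.13 TPM (SD, n = 3), a log2 fold change of -1.22 (SE 0.36, FDR 0.029 from edgeR). The call for flp-7 depended on the nematodes, since it was kept in 2 of the 6 fits that each left out 1 of them, and the FDR was 0.072 with the replicate number as a block. In vivo, mean TPM of flp-3 was 149 at 3 hours, 88.5 at 6 hours, 84.5 at 9 hours and 83.5 at 12 hours. Mean TPM of flp-18 was 41.5, 34.9, 28.3 and 27.4 at these hours, and mean TPM of flp-14 was 86.6, 55.6, 54.9 and 39.4. Mean TPM of flp-7 fell to 36.5 at 3 hours and was 31.5, 32.6 and 36.0 at 6, 9 and 12 hours. The genes not called were L889_g18568 (nlp-14), with a log2 fold change of -0.79 (SE 0.24, FDR 0.03 from edgeR), and L889_g25784 (flp-22), with -0.64 (SE 0.28, FDR 0.11 from edgeR).

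**Figure D2:**
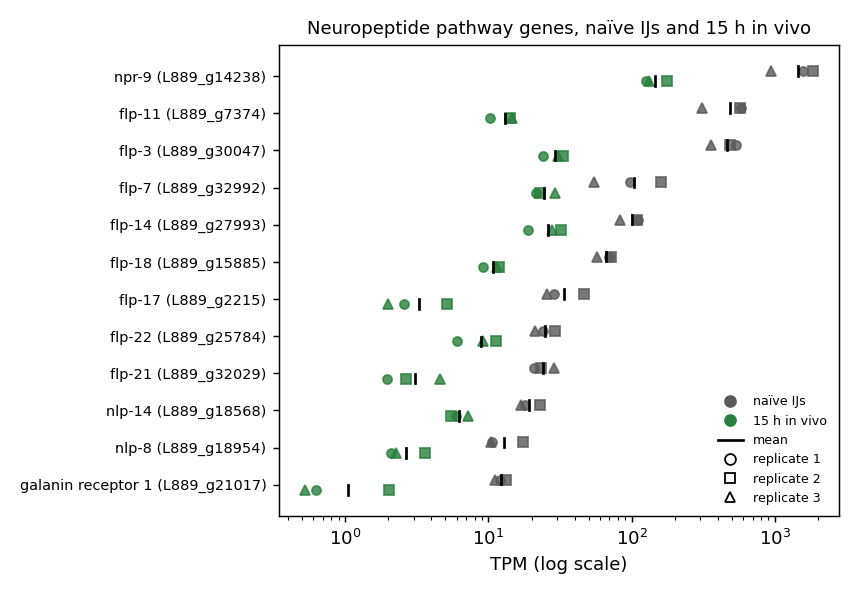
TPM (log scale) of the 12 neuropeptide pathway genes of S4 Fig C that have a gene name, in naïve IJs (grey) and at 15 hours in vivo (green), with a symbol for each replicate number and a vertical line for the mean of 3 nematodes. Every gene has a lower mean at 15 hours in vivo, from 485 to 13.0 TPM for flp-11 and from 24.2 to 3.06 TPM for flp-21.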

Other neuropeptides such as L889_g30047 (orthologous to *C*. *elegans flp-3)*, L889_g15885 (orthologous to *C*. *elegans flp-18)*, L889_g27993 (orthologous to *C*. *elegans flp-14*) and L889_g32992 (orthologous to *C*. *elegans flp-7*) are highly expressed at the IJ stage and progressively decrease by 15 hours post infection (S4 Fig).

Overall, both *in vivo* and *in vitro* time courses showed significant downregulation of a set of naïve IJ genes within 3 hours as well as equivalent activation of another set of genes by 6 hours and differentially express similar sets of genes associated with proteolytic enzymes (peptidases). 

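Of the genes differentially expressed against naïve IJs at 3 hours in both settings, 2847 of 2851 changed in the same direction in vitro and in vivo, 1437 upregulated and 1410 downregulated. At 6 hours, 3485 of 3488 genes changed in the same direction, 1650 upregulated and 1835 downregulated. At 9 hours it was 4377 of 4411 genes, 1888 upregulated and 2489 downregulated. All 3 comparisons share the same 3 naïve IJs, which by itself raises the overlap and the agreement in direction. No value expected from this sharing alone was computed. Of the genes in the clusters upregulated on activation, 2112 were upregulated at 6 hours in vitro, where they were chosen, and 1648 at 6 hours in vivo.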

The *in vivo*-only analysis is similar to the *in vivo* and *in vitro* DE analyses for both clusters 1 and 3 but have a different profile for cluster 2. In cluster 2 of the *in vivo*-only time course there is a decrease in the expression of neuropeptides (including ones thought to function in host-seeking behavior) at the later time points, which is likely correlated with reduction of host-seeking sensory functions after successful infection of a host.

### Protein components of *Steinernema* ESPs

Because of the high toxicity of the ESPs collected at the 6-hour time point and the similarity in gene expression between 6-hour *in vitro* and *in vivo* activated IJs, we chose to primarily focus on the 6-hour ESPs along with further analysis of ESPs from naïve IJs. Using mass spectrometry, we identified 266 proteins (False Discovery Rate, FDR < 5%, S3 Table). To determine the level of correlation between gene expression and relative protein abundance, an mRNA abundance (TPM, transcripts per million) to protein abundance (emPAI, exponentially modified protein abundance index) correlation analysis of the 266 proteins was performed. We found a weak positive correlation between mRNA and protein abundance with Pearson’s correlation value of 0.452 and Spearman’s rank value of 0.438 (S5 Fig).

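All 266 proteins of the 6-hour ESPs were matched to a gene of the deposited tables. Across these genes, log2 of the mean TPM + 1 of the 3 nematodes at 6 hours in vitro and log2 of the emPAI had a Pearson's correlation of 0.452 and a Spearman's rank correlation of 0.438. Each had a p of 1e-05 in a permutation test (two-sided), the smallest that 100000 permutations can give, and an adjusted p of 1.1e-05 by the Benjamini-Hochberg method over the 18 relations computed. The correlations are across genes, which are not independent replicates. For single nematodes at 6 hours in vitro, Pearson's correlation ranged from 0.422 to 0.447 and Spearman's from 0.411 to 0.417. The TPM of other groups were correlated with the same emPAI values. Pearson's and Spearman's correlations were 0.275 and 0.179 with naïve IJs, 0.464 and 0.449 with 6 hours in vivo, and 0.350 and 0.354 with 9 hours in vitro. Averaging all 24 activated nematodes gave 0.491 and 0.492. Gene length was also correlated across genes with the TPM (Spearman's -0.24) and with the emPAI (Spearman's -0.57), and the rank correlation between mRNA and protein was 0.375 once gene length was taken into account.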

We then analyzed the protein sequences for protein domains using Pfam, an online database of protein families [35]. Fig 4A lists the 12 most abundant Pfam domains in *S*. *feltiae* ESPs with peptidase domains being the highest in abundance followed by glycosyl hydrolases, lectins, Ig-related (Immunoglobulin like), and peptidase inhibitors. VW (Von Willebrand) domains and FAR domains were also found in relatively higher abundance (Fig 4A). A Merops (peptidase and peptidase inhibitor database) analysis detected 92 peptidases and 17 peptidase inhibitors with metallo and serine peptidase being the highest in abundance (Fig 4C). In analyzing the ESPs of naïve IJs we identified 682 proteins (FDR < 5%, S3 Table Sheet 2). Peptidase domains were also the highest in abundance in the ESPs from naïve IJs, followed closely by ribosomal, Ca-related (calcium interacting/regulating proteins) and ATPases (Fig 4B). A Merops analysis detected 79 peptidases and 28 inhibitors with both metallo and serine peptidases in high abundance; with the number of metallo peptidases more than double of serine peptidases (Fig 4D).

**Fig 4:**
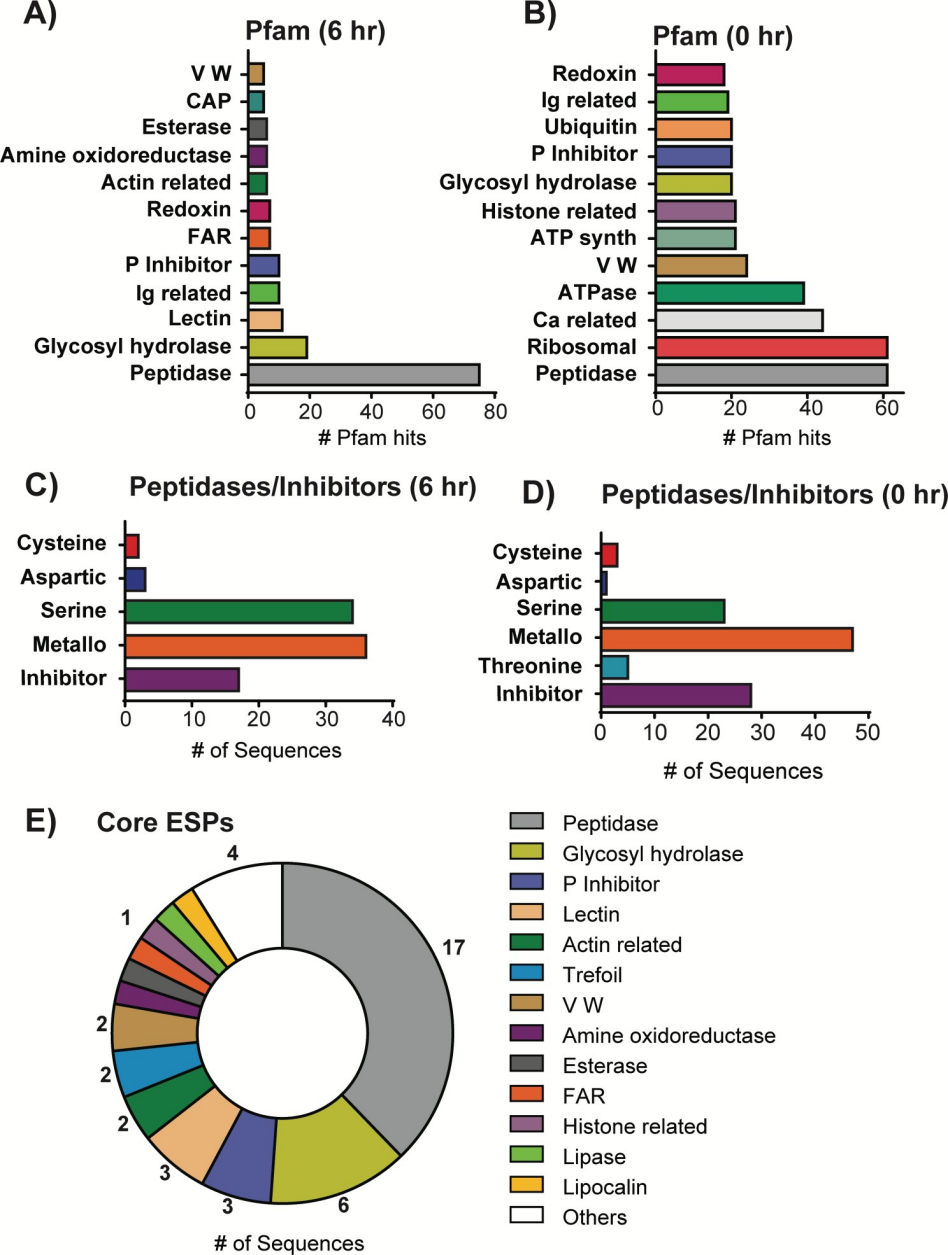
Protein components of *S*. *feltiae* and *S*. *carpocapsae*. Top 12 most abundant Pfam protein domains (E-value < 10^−5^) detected in ESPs of (A) *S*. *feltiae* activated for 6 hours and (B) *S*. *feltiae* naïve (0 hr) IJs. Peptidases and inhibitors detected using the MEROPS peptidase database for (C) *S*. *feltiae* activated for 6 hours and (D) *S*. *feltiae* naïve IJs (E-value < 10^−5^). (E) Pfam domains of core ESPs released by both *S*. *feltiae* and *S*. *carpocapsae* (E-value < 10^−5^).

### Comparison of *S*. *feltiae* and *S*. *carpocapsae* secreted venom proteins reveals a small set of conserved catalytic enzymes

We confirmed that the mRNA of the 266 *S*. *feltiae* ESPs were detected at the 6-hour *in vitro* time point, and that these are expressed similarly at 6, 9, 12, and 15 hours *in vivo* (Fig 5A). 

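At 6 hours in vitro, 221 of the 266 ESP genes had at least 1 TPM in all 3 nematodes, and 4 had no reads in any of them. With a threshold of at least 0.1 TPM in all 3 nematodes the number was 249, and with at least 10 TPM, the alternative that moved it most, it was 173. The median ESP gene had 65.3 TPM, and the highest, L889_g1608 (Ancylostoma secreted protein), had 29700 TPM. Across the 266 genes, the mean log2(TPM + 1) at 6 hours in vitro had a Spearman's rank correlation of 0.948 with 6 hours, 0.941 with 9 hours, 0.903 with 12 hours and 0.888 with 15 hours in vivo. With 3 hours in vivo it was 0.879, with 3 and 9 hours in vitro 0.787 and 0.818, and with naïve IJs 0.42. These 8 correlations are across genes, which are not independent replicates. The TPM was within 2-fold of that at 6 hours in vitro for 192 genes at 6 hours in vivo, 189 at 9 hours, 163 at 12 hours and 173 at 15 hours. Detection in all 3 nematodes was similar at these hours, with 220, 217, 218 and 215 genes.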

We compared the gene expression of these 266 proteins between 6 hours *in vitro* and naïve IJs and found that 54 genes are downregulated and 96 genes are upregulated upon activation (Fig 5B). 

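Of the 266 ESP genes, 246 passed the count filter in the comparison of 6 hours in vitro with naïve IJs, and 132 were upregulated and 34 downregulated at an FDR under 0.05 and a fold change above 2 (edgeR, adjusted over all genes tested). With an FDR under 0.01 and a fold change above 4, the numbers were 104 upregulated and 17 downregulated. Under the block for the replicate number they were 128 and 31. The fits that each left out 1 of the 6 nematodes gave 90 to 125 upregulated and 25 to 32 downregulated genes. The largest increases, among genes whose nematodes did not overlap between the groups, were in 3 genes described as chymotrypsin-like serine protease precursors. Besides L889_g5185 and L889_g16875, L889_g16869 increased from 0.06 to 4590 ± 1720 TPM (SD, n = 3), a log2 fold change of 16.26 (SE 0.90, FDR 5.1e-05 from edgeR). Any reads that fit more than 1 of these genes were divided between them by RSEM's estimate. The largest decrease was in L889_g1234, described as cathepsin B-like, from 519 ± 235 to 15.8 ± 13.7 TPM (SD, n = 3), a log2 fold change of -4.64 (SE 0.66, FDR 0.002 from edgeR). The next largest were in 2 genes without a description, each with a log2 fold change of -3.37. Their SEs were 0.61 and 0.42, and their FDRs 0.0057 and 0.001 from edgeR.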

Gene ontology terms (GO) for the 96 upregulated genes show strong enrichment for enzymes such as hydrolases (p-value 2.63e-25) and peptidases (p-value 4.96e-18) and endopeptidase (p-value 3.71e-8), indicating that the activated nematodes increase the synthesis and release of enzymes to degrade host components, including proteins, at early stages of infection. In contrast, the 54 downregulated genes are related to muscle cell development (p-value 3.09e-5), protein complex assembly (p-value 4.13e-5) and morphogenesis (p-value 2.96e-5). These data suggest that at 6 hours *in vitro* the nematodes are at peak production of venom proteins.

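The 266 ESP genes together held 23.2% ± 2.2 of all TPM (SD, n = 3 nematodes) at 6 hours in vitro, against 11.4% ± 1.0 (SD, n = 3) in naïve IJs. The highest ESP gene, L889_g1608, held 12.8% of the ESP TPM, and without it the share at 6 hours in vitro was 20.3%, the largest change among the alternatives. The share was 12.4% ± 1.1 (SD, n = 3) at 3 hours and 8.5% ± 1.0 (SD, n = 3) at 9 hours in vitro. In vivo it was 13.9% ± 3.4 at 3 hours, 17.8% ± 2.0 at 6 hours, 19.9% ± 4.7 at 9 hours, 16.5% ± 0.9 at 12 hours and 26.6% ± 1.8 at 15 hours (SD, n = 3 each). Against 6 hours in vitro, the exact permutation test (two-sided) gave p = 0.1 for naïve IJs, for 3 and 9 hours in vitro and for 3, 6 and 12 hours in vivo. This is the smallest p that 3 nematodes against 3 allow, and over the 8 comparisons it was 0.13 after Benjamini-Hochberg adjustment. For 9 hours in vivo the exact p was 0.4 (adjusted 0.4) and for 15 hours in vivo, the group with the highest share, 0.2 (adjusted 0.23). The nematodes of 3 and 9 hours in vitro come from a batch of their own, so that within the batch of the 6-hour nematodes no other in vitro hour can be compared. From the upregulated and downregulated genes of Fig 5B and their functions, the paper proposes that the nematodes are at peak production of venom proteins at 6 hours in vitro.

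**Figure D3:**
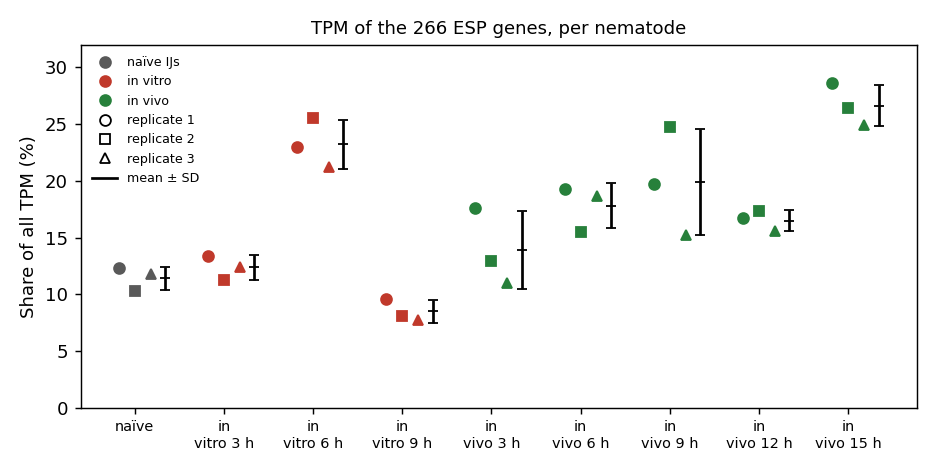
Share of all TPM (%) held by the 266 ESP genes in each of the 27 nematodes, by group, with a symbol for each replicate number and the mean ± SD of 3 nematodes beside them. The means are 23.2% at 6 hours in vitro, 8.5% at 9 hours in vitro and 26.6% at 15 hours in vivo.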

**Fig 5:**
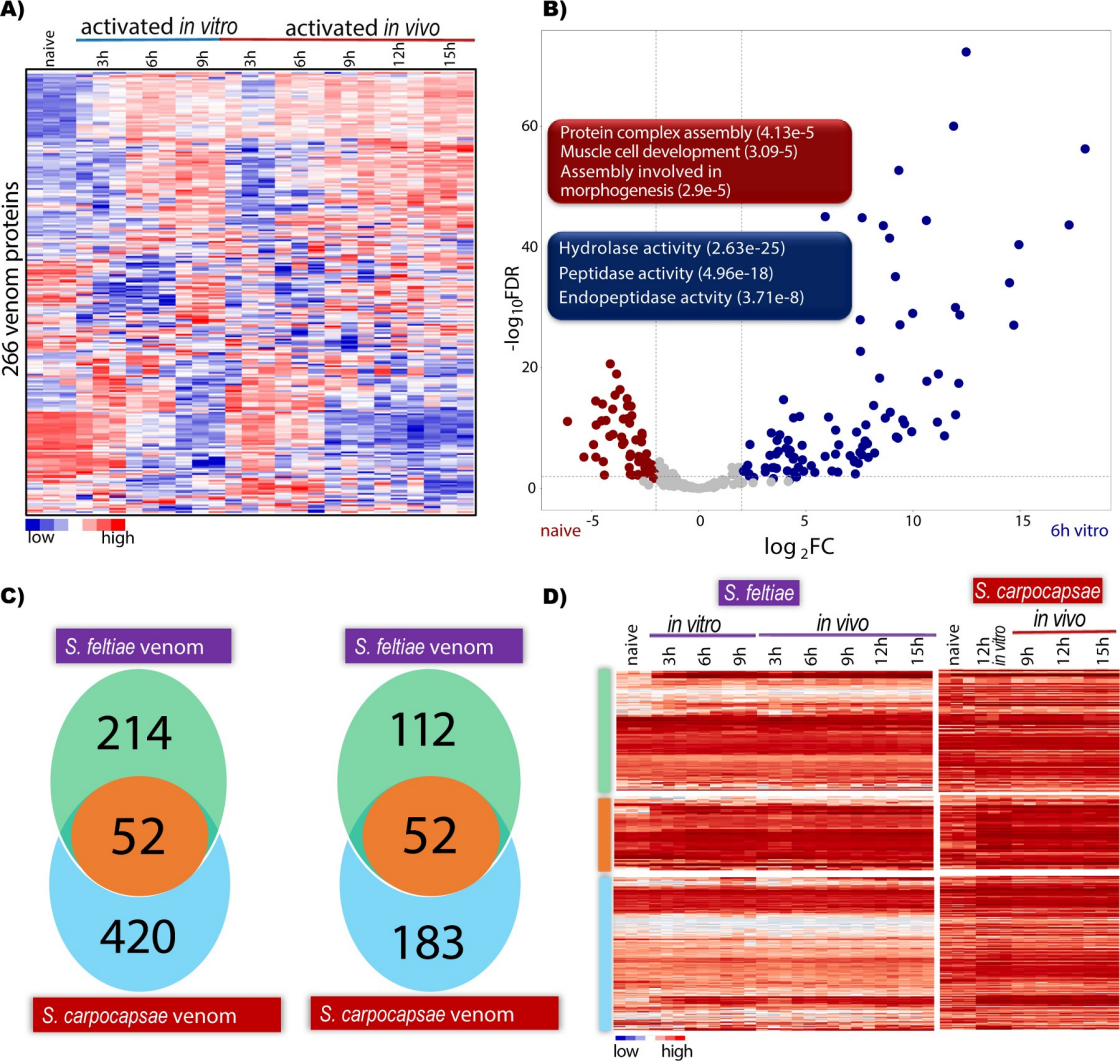
Gene expression of *S*. *feltiae* venom proteins *in vitro* and *in vivo* and comparison with *S*. *carpocapsae*. (A) Heatmap of the expression levels of 266 venom protein genes in both *in vitro* and *in vivo* activated IJs. (B) Volcano plot of 266 venom proteins showing the differentially expressed genes in non-activated and 6 hours *in vitro* activated IJs. Red and blue boxes are representative GO terms for significantly differentially expressed venom proteins. (C) Venn diagram illustrating the comparison of all *S*. *carpocapsae* venom proteins with *S*. *feltiae* venom proteins. (D) Venn diagram of conserved venom proteins with homologs in both species. 52 conserved proteins were detected in the venom of both species. (E) Heatmap of expression of the conserved homologs in panel D.

We then conducted a comparative gene expression analysis of ESPs from *S*. *feltiae* and *S*. *carpocapsae* to understand the similarities and differences of genes involved in killing hosts. Our orthology analysis between 266 ESPs in *S*. *feltiae* and 472 *S*. *carpocapsae* found 52 genes in common (Fig 5C, S4 Table). This is a lower number than expected, given that 112 of the 266 *S*. *feltiae* ESPs have homologs in *S*. *carpocapsae* (S5 Table) and 183 of 472 ESPs found in *S*. *carpocapsae* have homologs in *S*. *feltiae* (Fig 5D, S6 Table). However, most of these homologs are not detected in the ESPs of the other species even when they are expressed (Fig 5E) suggesting that these enzymes might have been coopted over time to become part of the venom of either species. 

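Of the 112 S. feltiae ESP genes listed in S5 Table as having homologs in S. carpocapsae, 94 (83.9%) had at least 1 TPM in all 3 nematodes at 6 hours in vitro, with a median of 44.7 TPM. Of the 183 S. feltiae homologs of S. carpocapsae ESPs listed in S6 Table, 112 (61.2%) did, with a median of 6.00 TPM (quartiles 1.06 and 32.7). None of these 183 genes is among the 266 ESP genes. Over all 33459 genes the median was 1.27 TPM, and over the 17678 genes with at least 1 TPM on average it was 7.08 TPM. The median of the 183 homologs was at percentile 71.2 of all genes. In vivo, the number of the 183 homologs with at least 1 TPM in all 3 nematodes was 109 at 3 hours, 113 at 6 hours, 118 at 9 hours, 130 at 12 hours and 126 at 15 hours. Expression in S. carpocapsae was not analysed here.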

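The 52 ESP genes shared with S. carpocapsae had a median of 340 TPM at 6 hours in vitro (quartiles 45.0 and 905), at percentile 99.0 of all genes. In the single nematodes the median ranged from 227 to 359 TPM. The other 214 ESP genes had a median of 47.5 TPM, and the medians of log2(TPM + 1) differed by 2.81 (permutation test across genes, two-sided, 100000 resamples, p = 2e-05). Genes are not independent replicates, so this p describes the gene lists and not the nematodes. Restricting the shared genes to those with at least 1 TPM in all 3 nematodes moved the difference most, to 2.34. Of the 52 genes, 47 had at least 1 TPM in all 3 nematodes, and 31 were upregulated and 7 downregulated against naïve IJs, with a median log2 fold change of 2.19. In naïve IJs their median was 34.8 TPM, and at 6 hours in vivo it was 264 TPM. Only the S. feltiae side of the comparison was measured in these nematodes.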

Interestingly, both *S*. *feltiae* and *S*. *carpocapsae* have a high expression of the shared 52 genes. GO terms analysis of the 52 genes shows enrichment of peptidases (p-value 1.25e-7), hydrolases (p-value 6.71e-10) and alpha-glucosidase activity (p-value 2.36e-5) (S7 Table). These results correlate with Pfam domains found in common between *S*. *feltiae* and *S*. *carpocapsae* (Fig 4A and [5]). We conclude that this small set of proteins form part of a core of venom proteins within *Steinernema*. Next, we wanted to determine whether these 52 ESPs from insect-parasitic nematodes were conserved in nematode parasites of vertebrates. We ran blastp on the 52 proteins (E-value < 1e-3) and compiled the best non-*Steinernema* hits for each protein. More than half (31 out of 52) of these genes have orthologs in mammalian-parasitic nematodes (S6 Fig) that include *Strongyloides ratti*, *Toxocara canis*, and *Ancylostoma duodenale* (S4 Table). The prevalence of these proteins in both insect- and vertebrate-parasitic nematode species leads us to speculate that these proteins may play critical roles during host infection and survival within the host for parasites in general.

## Discussion

### Activation of infective juveniles

Many nematodes have an alternate L3 stage of development, known as the dauer juvenile in free-living and necromenic species, or the infective juvenile for parasitic species [10, 36, 37]. The transition that parasitic IJs make when they enter a host and become actively parasitic and resume development is known as dauer recovery or activation. For parasitic nematodes, successful activation is critical to establishing a successful infection in their hosts [5, 11, 38, 39]. Similar to other EPNs, *S*. *feltiae* activation rates increased in a time dependent manner after exposure to insect tissue *in vitro* [5, 17]. After 30 hours of exposure to host tissue, essentially all the nematodes displayed some level of activation with non-activation rates being an average of 0.3% (S1 Table). Although *S*. *feltiae* and *S*. *carpocapsae* are in the same genus, they are members of different clades within the genus [27, 40, 41]. The fact that these EPNs display similar behavior and morphology during activation when exposed to insect tissue demonstrates that the *in vitro* model of activation we used is a consistent and robust model of activation. We found that when activated *in vitro*, the *S*. *feltiae* population does not exhibit synchronous activation. Some individuals are fully activated, some are partially activated, and a small number are not activated at all. We found this resolution of activation quantification to be reliable and consistent however we do note that these 3 categories of activation are broad; encompassing different degrees of pharyngeal bulb expansion, and that the resolution could have been increased by including other factors such as active pumping of the pharyngeal bulb or expansion of the anterior gut. Along with this phased activation, the full activation rates seem to taper off when the nematodes are activated for a long time (Fig 1G). Similar observations have been made for *S*. *carpocapsae* and *S*. *scapterisci* activation [5, 17]. The phenomenon of non-synchronous activation is similar to the phased infectivity reported in *in vivo* infections, wherein a certain percentage of an IJ population is unable to infect insect hosts or displays reduced infectivity, but over time more individuals become infectious [42, 43]. This characteristic is believed to be inherent to the IJ itself and does not seem to be significantly affected by factors such as IJ population or host population density. Studies have shown that phased infectivity correlates well with *Heterorhabditis* EPNs but not as well with *Steinernema* EPNs [44, 45]. In contrast to *H*. *bacteriophora*, where the infectious percentage of the population seems to start out low, previous research suggests that a large percentage of a *Steinernema* IJ population is typically infectious [44]. It has been suggested that the phased infectivity hypothesis is incomplete, and many other factors, such as genetic/physical damage, attraction to infected vs non-infected hosts, and survival of the IJ within the host, could affect population infectivity [46]. The age of the IJs could also be a contributing factor and was previously shown to affect activation rates in steinernematids [16]. In our *in vitro* model, the IJs do not actually infect a host, but rather are exposed to host tissue as if they had already infected the host. In this context, all the IJs are exposed to host tissue at the same time and though the majority of the population activate to some degree some individuals seem to respond faster and become fully activated early on while another portion of the population activates slower. We did not test whether population density was a factor, nor did we strictly control for age (IJs were between 2 weeks and 2 months post collection) but our findings are consistent with previous studies of phased infectivity. Thus *in vitro* activation may be a useful tool in further exploring the potential relationship between infectivity and activation.

### Using *in vitro* activation to study *in vivo* infection

It is widely recognized that helminths modulate host immune system and cause pathology mainly through the release of proteins and small molecules that interact with host cells and tissues, and that these molecules are key factors in disease pathology and parasite fitness [47, 48]. However, nearly all previous and current helminth secretome and ESP studies have been done *in vitro*, due to the difficulty of detecting ESPs from helminth parasites in their hosts. Additionally, there has been little if any experimental validation that the *in vitro* induction of ESPs from various parasitic helminths accurately mimics *in vivo* conditions.

Here, we utilized single-nematode RNA-seq to compare the transcriptomes of nematodes dissected out of waxworms after infection for 3, 6, 9, 12, and 15 hours and those of nematodes activated *in vitro* for 3, 6, and 9 hours. 

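Across all genes tested in both comparisons, the log2 fold changes against naïve IJs had a Spearman's rank correlation between in vitro and in vivo of 0.782 at 3 hours (17382 genes), 0.879 at 6 hours (18448 genes) and 0.807 at 9 hours (17266 genes). These 3 correlations are across genes, which are not independent replicates. The fold changes share the same 3 naïve IJs, which by itself raises the correlations and the agreement in direction. Of the genes differentially expressed in both settings, 2847 of 2851 changed in the same direction at 3 hours, 3485 of 3488 at 6 hours and 4377 of 4411 at 9 hours.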

We found that the transcriptional profiles of nematodes activated *in vitro* were generally similar to those of nematodes from *in vivo* infections at each time point (Fig 3A) however some time points were more similar than others. We identified three major clusters of genes among the 5670 differentially expressed genes between activated and naïve IJs and within these three clusters the transcriptome profiles of the 6 h *in vitro* and 6 h *in vivo* activated nematodes exhibited the most consistent correlation (Fig 3B). In contrast, the gene expression profiles of nematodes activated *in vitro* and *in vivo* at 3h and 9h had significantly different profiles and did not correlate consistently (Fig 3B). Therefore, 3h and 9h *in vitro* are not representative of their *in vivo* counterparts. These data suggest that (1) activation of IJs *in vitro* can mimic *in vivo* infection and yield physiologically relevant results; (2) the fidelity of the *in vitro* results needs to be experimentally validated rather than simply assumed; and (3) selection of the timing of ESP collection should be based on the experimental evidence of when the *in vitro* system best mimics the natural process. It is important to determine the similarity of expression profiles for other parasites such as mammalian-parasitic nematodes freshly dissected from hosts compared to those stimulated under *in vitro* ESP collection conditions [49–51]. 

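Across the 4526 genes differentially expressed between 6 hours in vitro and naïve IJs, the Spearman's rank correlation of the mean log2(TPM + 1) in vitro with that in vivo was 0.900 at 3 hours, 0.946 at 6 hours and 0.869 at 9 hours. The 9 pairs of a single in vitro and a single in vivo nematode gave between 0.758 and 0.866 at 3 hours (SD 0.042), between 0.879 and 0.915 at 6 hours (SD 0.012) and between 0.782 and 0.859 at 9 hours (SD 0.027). The lowest pair at 6 hours was therefore above the highest pair at either other hour, although pairs share nematodes and genes are not independent replicates. Between nematodes of the same group, the correlations were 0.939 to 0.942 at 6 hours in vitro and 0.893 to 0.914 at 6 hours in vivo. They were 0.792 to 0.845 at 3 hours in vitro, 0.862 to 0.907 at 3 hours in vivo, 0.879 to 0.929 at 9 hours in vitro and 0.914 to 0.944 at 9 hours in vivo. The genes were chosen by their change at 6 hours in vitro, and with all genes of at least 1 TPM in either group the correlations were 0.894, 0.933 and 0.837. After limma's removeBatchEffect for the batch of 3 and 9 hours in vitro, the alternative that moved those at 3 and 9 hours most, they were 0.955, 0.947 and 0.950. That correction sets the mean of the batch to that of the other 21 nematodes and so removes differences of condition together with those of batch. The profile of 6 hours in vitro had a correlation of 0.866 with 3 hours, 0.948 with 9 hours, 0.919 with 12 hours and 0.910 with 15 hours in vivo.

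**Figure D4:**
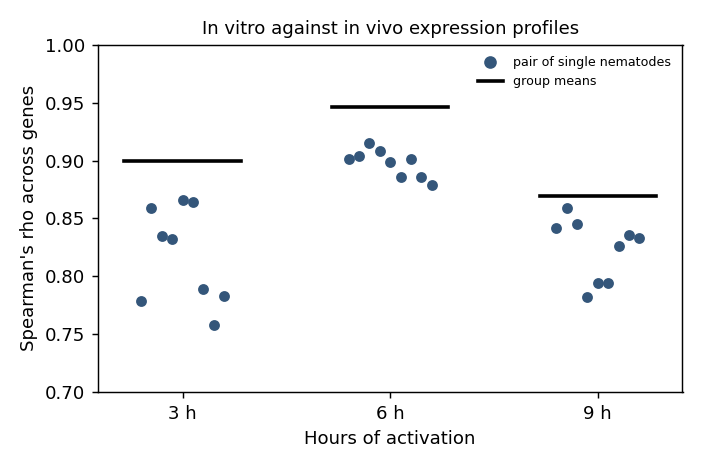
Spearman's rho across 4526 genes of log2(TPM + 1) between in vitro and in vivo nematodes at 3, 6 and 9 hours. Points are the 9 pairs of single nematodes at each hour, lines are the correlations of the group means, and the axis starts at 0.7. All pairs at 6 hours (0.879 to 0.915) are above the pairs at 3 hours (0.758 to 0.866) and at 9 hours (0.782 to 0.859).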

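In vitro and in vivo nematodes were also compared directly at each hour by edgeR's quasi-likelihood F-test, with 3 nematodes in each group. At 3 hours, 0 of 15983 genes had an FDR under 0.05 (Benjamini-Hochberg) and a fold change above 2, while 3362 had an unadjusted p under 0.05. At 6 hours, 0 of 17924 genes did, while 1957 had an unadjusted p under 0.05. At 9 hours, 2491 of 15001 genes were differentially expressed, 987 higher and 1504 lower in vitro. The numbers at 3 and 6 hours depended on the test, since DESeq2 called 1228 genes at 3 hours, 426 at 6 hours and 2729 at 9 hours. edgeR's exact test called 883, 252 and 3111. With the replicate number as a block, the quasi-likelihood F-test called 0, 0 and 2113 genes, beside 2763 and 1470 genes with an unadjusted p under 0.05 at 3 and 6 hours. The fits that each left out 1 of the 6 nematodes gave between 777 and 1986 genes at 9 hours. The difference between the hours in these numbers was not itself tested. The 9-hour libraries in vitro held 461692 to 2864098 counts, against 6190639 to 11381375 in vivo.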

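At both 3 and 9 hours the in vitro nematodes differ from the in vivo nematodes in activation and in batch, while at 6 hours the methods state no difference in batch. By the methods, the in vitro nematodes of every hour were chosen for a fully activated morphology. No such choice is stated for the in vivo nematodes, so the settings may differ in it at each hour, 6 hours included. The 3-hour and 9-hour differences between in vitro and in vivo expression had a Spearman's rank correlation of 0.47 with each other across the 4526 genes. The 6-hour difference had correlations of -0.25 with the 3-hour and -0.23 with the 9-hour difference. No in vivo nematode is in that batch by the methods, so the comparison could not be repeated within it. From the most consistent correlation at 6 hours and the different profiles at 3 and 9 hours in Fig 3B, the paper concludes that 3 and 9 hours in vitro do not represent their in vivo counterparts.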

RNA-seq of individual nematodes, as we have done in this study, can be used to determine the similarity in the nematodes’ response to *in vitro* and *in vivo* conditions in order to optimize experimental *in vitro* conditions. This method is especially beneficial in parasitic studies where low parasite yield is a limiting factor. In addition, gene expression similarity should be optimized when using non-natural hosts, which are often used due to the difficulty of obtaining or maintaining natural hosts or lack of tools and techniques in non-model hosts compared to a model hosts such as a mouse.

### EPNs release lethal venom during infection

In EPN research, the nematode has been traditionally assumed to act primarily as a vector for the pathogenic bacterial symbiont. Once the bacterial pathogen is inside the host, it will kill the host while multiplying and providing nourishment (the bacteria itself and the insect tissue) for the nematode [10, 20, 52]. However, there is a growing body of research establishing the nematode as an active contributor to pathogenesis, and in some cases such as with *S*. *scapterisci*, the nematode may be the main driver of virulence [53]. It is clear that aside from serving as a vector for the bacteria they carry, EPNs contribute to pathogenesis in two ways: They directly damage host tissue and they dampen host immunity, acquiring more time for themselves and the bacteria they carry to overcome and kill the host. Past studies have shown that axenic *S*. *carpocapsae* IJs can kill and reproduce in insect hosts [54–56] and individual effector molecules from steinernematids have been characterized and shown to function in host immune suppression and tissue damage [18, 19, 57–61]. More recently the secretome of *S*. *carpocapsae* was shown to be a complex mixture containing many proteins and that collectively, this venom is toxic to insects. ESPs collected from axenic *S*. *carpocapsae* IJs had similar protein profiles as those from IJs associated with their bacterial symbiont, and the ESPs from both populations were similarly toxic [5]. We have shown these findings to also be true for *S*. *feltiae*, where *S*. *feltiae* IJs exposed to insect tissue become activated and produce ESPs (Fig 2A) that are toxic to insects (Fig 2C). ESPs collected from axenic *S*. *feltiae* IJs also displayed similar protein profiles and toxicity (Fig 2A and 2C; S3 Fig) compared to their symbiotic counterparts. For EPNs in the genus *Steinernema*, the nematodes seem to play a much more active role in contributing to pathogenicity during infection than previously thought.

We found that there are notable differences in ESP production and content among steinernematids. Whereas the protein profiles of *S*. *carpocapsae* ESPs were previously shown to be fairly constant after 6 to 30 hours of exposure to insect tissue [5] we found that the protein profiles and protein amount of *S*. *feltiae* ESPs change from 6 hours to 30 hours of exposure to host tissue (Fig 2A; S1 Fig). Comparing the profiles of ESPs from *S*. *feltiae* and *S*. *carpocapsae* side by side (Fig 2B), both have bands that are similar in size however the majority of intense *S*. *carpocapsae* bands are concentrated between 25–50 kDa while the majority of intense *S*. *feltiae* bands are not as concentrated and distinctly more spread out between 25–75 kDa. We found that there is a core suite of proteins found in the ESPs of both species and the differences in the protein profiles could be a result of adaptation to different bacterial symbionts or perhaps a result of host specialization. Another striking difference in ESP production between the two species is that when measuring ESPs from naïve IJs, *S*. *carpocapsae* was shown to produce few if any ESPs (not detectable by Bradford assay nor any notable bands by silver-staining (Fig 2B)) while naïve *S*. *feltiae* IJs produce a relatively large quantity of ESPs (Fig 2B). ESPs from naïve *S*. *feltiae* IJs shared some similarities with those from 6-hour activated IJs; namely that they were produced in relatively large quantities and included peptidases, peptidase inhibitors, and glycosyl hydrolases (Fig 4B). However, the protein profiles are different from each other (Fig 2A) where ESPs from naïve IJs contain a more diverse array of proteins (S3 Table sheet 2) and there were generally more peptides detected for each protein domain (Fig 4B). Further, the ESPs of naïve IJs were not toxic unlike their activated counterparts (Fig 2C).

The release of ESPs from naïve *S*. *feltiae* IJs without any stimulation from host cues seems metabolically wasteful. We evaluated the possibility that the ESPs from naïve IJs we collected were a result of damage from experimental handling rather than active release by the nematodes. We concluded that the contribution of ESPs from damaged nematodes is likely minimal for the following reasons: (1) *S*. *feltiae* IJs were treated exactly as *S*. *carpocapsae* IJs in a previous report [5], yet naïve *S*. *carpocapsae* IJs did not release detectable amounts of protein. (2) The nematodes in these experiments, if exposed to host tissue, began producing ESPs with a considerably different composition than naïve IJs (Figs 2B, 4A and 4B). (3) If allowed, the nematodes continued to develop into healthy, reproductive adults. Instead, our data reveals that naïve *S*. *feltiae* IJs are capable of producing a different set of ESPs, which could be involved with survival strategies including stress tolerance, lubrication and avoidance of desiccation, or maintaining the cuticle and other bodily structures. These strategies may be more pertinent to *S*. *feltiae* as it is categorized as more of a cruiser where it actively migrates in the soil seeking new hosts, while ambushers like *S*. *carpocapsae* tend to wait in epigeal habitats [13, 15]. Another possibility for the role of naïve *S*. *feltiae* IJ ESPs is preparation of the IJ cuticle for host infection since the cuticle of *S*. *feltiae* IJs has suppressive effects against host immune responses [28, 30, 31]. Peptidases, peptidase inhibitors, and immunoglobin-like proteins are detected in high abundance in the ESPs and they can be produced to potentially coat/adhere to the cuticle. The production of ESPs from naïve *S*. *feltiae* IJs is an interesting find that differentiates *S*. *feltiae* from *S*. *carpocapsae* and merits further study to understand the biology of this parasite.

The toxicity of activated *S*. *feltiae* ESPs was highest at the earliest time points tested (6 and 12 hours of exposure) and toxic activity decreased in a time-dependent manner with those collected after 24 and 30 hours of exposure being significantly less toxic (Fig 2C). The change in protein profiles (Fig 2A) and the reduced protein levels (S1 Fig) in *S*. *feltiae* ESPs over time seem to be correlated with the time-dependent toxicity decrease. However, it is unlikely that the reduction of toxicity is due to the decreasing abundance of total ESPs since the flies were exposed to the same amount of ESPs (20 ng per fly); instead, it is more likely that some low abundance toxin(s) in the mixture decrease(s) over time, resulting in lower toxic activity. The correlation between protein profiles/abundance and toxicity was not observed for *S*. *carpocapsae* ESPs: Later time points (42 and 54 hours of exposure) had similar protein profiles and protein abundance compared to earlier time points (6–30 hours of exposure), but were significantly reduced in toxicity or were not toxic at all [5]. This suggests that the toxic activity is due to low abundance proteins. Therefore, the toxins of both species are likely low abundance proteins and not the most abundant ones (Fig 2A and 2B). Other proteins found in the ESPs likely have non-toxic functions during infection such as immunosuppression or immune evasion.

We considered the possibility that damaged nematodes could be an explanation for the time-dependent decrease in ESP amount or toxicity and upon evaluation found a time correlated increase in the number of damaged nematodes. However, the highest level of damage we observed was less than 5% of the total population (S2 Fig). Even manually crushing the activation arena to simulate excessive force averaged less than 12% of the nematodes being damaged. We believe that the percentage of damaged nematodes from our experimental handling alone is insufficient to explain the dramatic changes we see in *S*. *feltiae* IJ ESP production and activity. It could also be argued that instead of (or in conjunction with) the nematodes being significantly damaged, they become unhealthy at the later time points due to various factors such as depletion of resources. We acknowledge this possibility however, it is unlikely the limiting factor as this was not observed in *S*. *carpocapsae* [5]. Instead, the time-dependent decrease in toxicity and amount of *S*. *feltiae* ESPs compared to the much slower decrease in toxicity and amount of *S*. *carpocapsae* ESPs suggests that these nematodes utilize different strategies in establishing themselves as parasites. *S*. *feltiae* may have a stronger reliance on its bacterial symbiont, *X*. *bovienii*, in order to overcome and kill the host. Soon after activation and release of bacterial symbionts, the IJs may switch their priority from killing the host to survival, feeding, and development. Axenic *S*. *feltiae* IJs have been shown to be capable of killing insect hosts, however the studies are limited compared to studies of *S*. *carpocapsae* and they generally report reduced efficiencies [62, 63]. We found no difference in activity between ESPs from axenic compared with symbiotic *S*. *feltiae* IJs, however we tested the activity of the ESPs alone and did not examine the larger context of an actual insect infection. It is possible that differences in ESP profiles between *S*. *carpocapsae* and *S*. *feltiae* are involved in niche partitioning and differences in host range and specificity.

### Core EPN venom proteins

We found 266 proteins in *S*. *feltiae* ESPs which is significantly fewer than the 472 proteins that were detected in *S*. *carpocapsae* ESPs [5]. However, this difference may be due to the more fragmented nature of the available *S*. *feltiae* genome, which has an N50 of 47.5kb compared to the 300kb N50 of the *S*. *carpocapsae* genome [40] that was used in the previous study (N50 is the length of the shortest contig that together with all the longer contigs cover 50% of the genome assembly). Although it is likely that the ESPs from EPNs are complex mixtures containing many different classes of molecules, we focused on analyzing the proteins. The most abundant group of proteins in activated *S*. *feltiae* venom are peptidases with a high proportion of serine and metallopeptidases (Fig 4A and 4C). This is similar to what was previously reported in *S*. *carpocapsae* ESPs [5]. However, *S*. *carpocapsae* ESPs contained fewer metallopeptidases and significantly more serine peptidases. The high abundance of peptidases and peptidase inhibitors in the ESPs of both species illustrate the importance of these enzymes for EPNs as well as other parasites. Many studies have implicated their potential use in vaccine development and treatment [64–67]. Peptidases and peptidase inhibitors have been shown to have multiple functions in parasite pathogenesis including suppressing/evading host immune systems, host tissue damage, and parasite development [68]. Serine peptidases in particular have been suggested to be used by many parasites including *Trichinella spiralis*, *Ascaris suum*, and *Brugia malayi*, among others [69–71]. Some specific characterizations of nematode serine peptidase functions include collagen degradation, suppression of melanization, inhibition of blood clotting, and parasite sperm activation [72–74].

We analyzed the protein domains in the ESPs to determine the potential molecular functions of the proteins. For *S*. *feltiae*, the second most abundant protein domain after peptidases were domains associated with hydrolysis of glycosydic bonds. These enzymes are hypothesized to have many potential functions, including cleavage of glycosolated proteins and breakdown of structural components that contain glycosidic bonds, with many similarities to peptidases. Some of the other protein domains detected in higher abundance in both *S*. *feltiae* and *S*. *carpocapsae* ESPs are Ig (immunoglobulin) or Ig-like, Von Willebrand, and FAR (fatty acid/retinol binding protein). The fact that both EPN species have high representation of these domains in their ESPs suggests their importance for EPN success. It is likely that some of these proteins are involved in immunomodulation. For example, it has been hypothesized that FAR proteins affect immune signaling [75], and while this has been experimentally demonstrated in plants [76–78], it has yet to be shown in an animal system. *S*. *feltiae* has been shown to modulate insect immunity using its cuticle but the use of specific excreted/secreted proteins in immune modulation by *S*. *feltiae* would be a novel finding [28, 31].

Additionally, we evaluated the correlation between mRNA abundance and protein abundance for these ESPs. The correlation was weak but positive with a Pearson’s correlation of 0.452 and Spearman’s rank correlation of 0.438 (S5 Fig). mRNA-protein abundance correlations have consistently been weak in various studies including those involving nematodes [79, 80] and our data support this trend. The discrepancies between mRNA and protein abundance is likely due to post-transcriptional regulating systems that can include small non-coding RNAs and microRNAs which has been postulated before [79]. It has been pointed out that most studies of mRNA-protein abundance correlation have been focused on transcriptome-wide data and a study specifically focused on upregulated transcripts resulted in a higher distribution of strong correlations, but we did not evaluate this in the present study [81].

In examining the 266 ESPs released by *S*. *feltiae* and the 472 ESPs released by *S*. *carpocapsae*, we found 52 proteins conserved in the ESPs of both species. This was unexpectedly low since 112 of the 266 *S*. *feltiae* ESPs have homologs in *S*. *carpocapsae* and 184 of the 472 *S*. *carpocapsae* ESPs have homologs in *S*. *feltiae* (Fig 5D). Both *S*. *feltiae* and *S*. *carpocapsae* have a high expression of the shared 52 venom genes, representing a core of effector proteins shared by these EPNs. Within this core set of ESPs there are peptidases, glycosyl hydrolases, lectins as well as proteins likely to be involved in immune modulation such as FAR proteins, immunoglobulins, and immunoglobulin-like proteins. The specific functions of these core venom proteins are yet unknown, but their conservation between *S*. *carpocapsae* and *S*. *feltiae*, which are in different clades within the genus, suggests that they are important effectors of parasitism and function in a variety of insect hosts. The genus *Steinernema* is the oldest known lineage of EPNs, potentially coevolving with their insect hosts for ~350 million years [26]. Determining the functions of the proteins in this core suite of ESPs may elucidate important steps in the evolution of EPNs and even more broadly parasitic nematodes in general.

## Materials/methods

### Insects

*Galleria mellonella* (waxworms) were purchased from CritterGrub (www.crittergrub.com). Oregon-R *Drosophila melanogaster* flies were reared in round bottom 8 oz bottles with food medium (129.4 g/L dextrose, 7.4 g/L agar, 61.2 g/L corn meal, 32.4 g/L yeast, and 2.7 g/L tegosept). The bottles were kept at 25°C with 60% relative humidity on a 12 hr light/dark cycle.

### Nematodes

*S*. *feltiae* IJs were cultured and propagated *in vivo* using waxworms as previously described [5]. Briefly,15 wax worms were placed into a 10 cm petri dish with filter paper pressed to the bottom and 1 ml of tap water containing 750 S. feltiae IJs (50 IJs/worm) was dispersed onto the filter paper. The infection plates were incubated at 25°C with 60% humidity in the dark for 10 days. Then, the waxworm cadavers were transferred to White traps [82]. After 2–3 days (depending on IJ density) the IJs were collected and washed using a glass vacuum filter holder (Fisher Scientific, 09-753-1C) with an 11 μm nylon mesh filter (Millipore, NY1104700). The IJs were stored at 15°C at a density of 7–10 IJs/μl.

### Waxworm homogenate preparation

Insect homogenate was prepared as previously described [5]. Briefly, 25 g of waxworms were frozen and grounded in liquid nitrogen with a mortar and pestle into a fine powder. The waxworm powder was then transferred quickly into a glass beaker and resuspended in 100 mL of Phosphate Buffered Saline (PBS, 137 mM NaCl, 2.7 mM KCl, 10 mM Na_2_HPO_4_, 1.8 mM KH_2_PO_4_, pH 7.4). The mixture was then microwaved to a boil 7–8 times with stirring in between. The homogenate was then aliquoted into 50 mL conical tubes and centrifuged for 5 minutes at 3200 rcf to pellet the solid debris of the waxworm. The supernatant, including the top oil layer were transferred into a new container. PBS was then added to the 50 mL conical tubes containing the waxworm pellets, mixed, centrifuged, and the supernatant was collected. This was repeated until the desired volume and percent extract was reached. In this case, 25g of waxworm was used to make 100 ml of 25% waxworm homogenate. The waxworm homogenate extract was used immediately or aliquoted and stored at -20°C.

### Activation of IJs

IJ activation was done as previously described [5]. 100 mL of 25% waxworm homogenate was thawed and supplemented with 1x triple antibiotic Pen/Strep/Neo (P4083, Sigma-Aldrich). The homogenate was soaked into 8.2 g of autoclaved cut sponge pieces (approximately 3x3x10 mm). 2.5 million *S*. *feltiae* IJs were washed 4 times with autoclaved 0.8% NaCl solution and excess liquid was removed from the washed IJs before gentle Pasteur pipette transferring/mixing into the homogenate-soaked sponge. The container was covered with aluminum foil and incubated in the dark at 25°C with 60% relative humidity for a specified amount of time. For most of the contents of this study, the IJs were incubated in waxworm homogenate for 6 hours. The IJs were then washed out of the sponge with 6–8 rounds of autoclaved 0.8% NaCl solution and once separated from the sponge, further washed with 4–5 rounds of 0.8% NaCl solution. Activations were replicated at least 3 times for each experiment.

### Quantification of activation rates

IJ activation quantification was done as described [5, 16, 17]. Briefly, activated IJs were observed under 400x magnification on a compound light microscope and scored for the activation phenotype based on expansions of the pharyngeal bulb. Fully activated phenotypes (see Fig 1E), partially activated phenotypes (Fig 1 image C), and Non-activated phenotypes (see Fig 1A) were scored. The difference between non-activated IJs from those that have been partially or fully activated is easily visualized as the absence of a visible pharyngeal bulb at 400x magnification. Differentiating between partially and fully activated IJs relies on the relative size and shape of the pharyngeal bulb; fully activated IJs have a wider, round-shaped bulb whereas partially activated IJs have a narrower, oval-shaped bulb. To minimize bias and double scoring the same nematode, scoring started with viewing IJs at one corner of the coverslip. All IJs with anterior/head region in view were scored before shifting the slide to view the next adjacent region. This was repeated until all regions of the coverslip was viewed without viewing the same region twice. Activations were done in 3 replicates for each time point (naïve/0 hr, 6 hr, 12 hr,18 hr, 24 hr, and 30 hr) and each replicate was scored 3 times to obtain averages. Significant differences between *S*. *feltiae* and *S*. *carpocapsae* IJ activations were determined using the Prism 8 by paired two-way ANOVA with (Prism recommended) Sidak’s multiple comparisons between related groups (i.e. rates of partially activated *S*. *feltiae* IJs at 30 hrs of exposure compared to rates of partially activated *S*. *carpocapsae* IJs at 30 hrs of exposure).

### ESP collection

ESP collection from the EPN was done as previously described [5]. After IJs were activated and thoroughly washed, they were transferred into a 1 L Erlenmeyer flask containing 100 mL of autoclaved PBS supplemented with 1x triple antibiotic Pen/Strep/Neo. The flask was shaken at 220 rpm in the dark for 3 hours and the nematodes were then centrifuged (700–800 rcf for 1 minute) in 15 mL conical tubes to preliminarily separate the majority of the nematodes from the PBS. The PBS supernatant was then collected and filtered through a 0.22 um syringe filter (Fisher Scientific, 9719001) and concentrated to approximately 300 μL using a 3 kD cut-off centrifuge column (Millipore, UFC900308). The protein concentration of the venom was quantified using a Bradford assay (Bio-Rad, 500–0006).

### Protein gel electrophoresis and silver staining

*S*. *feltiae* ESPs were prepared for gel electrophoresis by boiling for 5–10 minutes in 1x Laemmli sample buffer supplemented with 50mM Dithiothreitol (DTT) (Bio-Rad, 1610747). The denatured proteins were loaded into a Mini-PROTEAN TGX precast gels (Bio-Rad, 4561086) and electrophoresed at 100 V for 60–90 minutes. Silver staining was done following the manufacturer’s protocol (Pierce, # 24600).

### Testing *S*. *feltiae* IJ venom toxicity

*S*. *feltiae* ESPs toxicity was tested *in vivo* on *Drosophila melanogaster* flies as previously described [5, 83]. Adult male flies 5–6 days old were anesthetized with CO2 and injected with 20 ng of ESPs in a volume of 50 nl using pulled glass needles and a highspeed pneumatic microinjector (Tritech Research, MINJ-FLY). PBS was injected as a negative control. After injection the flies were transferred to new vials containing food and stored at 25°C with 60% relative humidity on a 12hr light/dark cycle. Survival of the flies was recorded over 40 days or until all the flies had died. ESP collection and toxicity testing were done in 3 biological replicates for each time point (PBS, 0 hr, 6 hr, 12 hr, 18 hr, 24 hr, 34 hr) with 3 technical replicates of each biological replicate. At least 60 flies were used for each technical replicate totaling at least 180 flies for each biological replicate.

### Vital staining for nematode damage assay

Nematodes were activated *in vitro* as described in the “Activation of IJs” section of the methods however scaled down to fit a 9 cm petri dish (0.082 g of sponge, 1 mL of 25% insect homogenate, and approximately 25,000 *S*. *feltiae* IJs). The sponge pieces were each pressed down 5 times before the nematodes were washed out and rinsed with 4 rounds of autoclaved PBS. The nematodes were then stained by mixing an equal volume of nematodes with an equal volume of 0.4% trypan blue (Sigma-Aldrich) to give a final dye concentration of 0.2%. The mixture was allowed to sit for 5 minutes before transferring the nematodes to a microscope slide for viewing and counting. This was replicated 3 times for each time point (6, 12, 18, 24, 30 hours of activation) with approximately 5000 counts each replicate (15,000 total counts for each time point) Representative images are in S2 Fig and raw counts in S2 Table.

### Axenic nematode production and assay

Axenic nematode production and assaying was done as previously described [5] with some slight modifications. Axenic *S*. *feltiae* IJs were produced *in vitro* by growing bleach sterilized *S*. *feltiae* eggs on the colonizing defective mutant bacterial strain of *Xenorhabdus nematophila*, *HGB315* [84]. HGB315 is unable to colonize the nematodes however can still be a food source. Phase I of the HGB315 bacteria colonies (blue) were obtained and verified using NBTA agar plates (40 mg/L 2,3,5-triphenyltetrazolium, 25 mg/L bromothymol blue, 8 g/L nutrient agar, supplemented with 0.1% (w/v) sodium pyruvate) and double checked with MacConkey Agar plates (reddish brown) (Difco MacConkey Agar, #212123, supplemented with 0.1% (w/v) sodium pyruvate). HGB315 was cultured in LB broth supplemented with 0.1% (w/v) sodium pyruvate over night at 28°C and shaking at 220 rpm.100–150 μl of overnight HGB315 liquid culture was spread on lipid agar plates (4 ml/L corn oil, 7 ml/L of corn syrup, 5 g/L of yeast extract, 2 g/L MgCl_2_, 8 g/L of nutrient broth,15 g/L of Bacto Agar, supplemented with 0.1% (w/v) sodium pyruvate) and incubated at 28°C overnight to form a thin layer of bacterial lawn. Surface sterilized *S*. *feltiae* eggs in a minimal volume of sterile Ringer’s solution (172 mM KCl, 68 mM NaCl, 5 mM NaHCO3, pH 6.1) was dropped onto the lipid agar plates and allowed to develop into gravid females. This is the first round pass to produce F1 generations of *S*. *feltiae* nematodes that were exposed only to the non-colonizing HGB315. HGB315 is a strain of *X*. *nematophila* which is not the native symbiotic bacteria of *S*. *feltiae* (*Xenorhabdus bovienii*), therefore these nematodes develop and become gravid much slower at approximately 5–6 days (versus ~4 days on *X*. *bovienii*) post seeding. To obtain axenic eggs, gravid females were rinsed in autoclaved 0.8% NaCl solution for 3 times followed with rocking in axenizing solution (0.7% NaOCl (bleach)/0.5 M NaOH) for 7.5 minutes for 3 times. Brief vortexing was applied 2–3 times in the first two rounds of axenizing to ensure mixing and degradation of adult nematode tissue. After the axenizing treatment, the eggs were rinsed in autoclaved Ringer’s solution for 3 times followed by incubation in a triple antibiotic solution (Penicillin, Neomycin, Streptomycin) for 30–45 minutes. The eggs were then rinsed with autoclaved Ringer’s solution for 3 times and centrifuged at 700 rcf for 1 min and the supernatant was removed to create a highly dense egg suspension with minimal liquid volume. Approximately 500,000 eggs were gently dispersed onto the lipid agar plates containing the HGB315 bacteria. When the bacteria were depleted, the nematodes were washed off and split into 3–5 new HGB315 bacteria plates. The *S*. *feltiae* nematodes were kept on the plates until they reached a high density and IJs can be seen crawling up the sides of the plates. At this point the population was still a mix of different life stages so the nematodes were transferred to White traps to collect axenic IJs.

### Axenic assay

To assay for non-colonization of bacteria inside *S*. *feltiae* IJs: approximately 1000 IJs were rinsed 3 times with autoclaved Ringer’s solution, followed by surface sterilization with 4 mM Hyamine 1622 solution (Sigma, 51126) for 30 minutes, and rinsed 3 times with Ringer’s solution. The IJs were then concentrated to a volume of 50 μl and homogenized with a tissue grinder (Fisher Scientific, 12-141-363). The homogenate was then plated onto LB plates (supplemented with 0.1% (w/v) sodium pyruvate) and incubated at 28°C in the dark. The plates were checked for bacterial growth for 5 days (S3 Fig). This was replicated 3 times for each batch of axenic *S*. *feltiae* IJs.

### Mass spectrometry of *S*. *feltiae* ESPs

To prepare *S*. *feltiae* ESPs for mass spectrometry analysis, the proteins were first precipitated with 80% acetone (-20°C pre-chilled) at 4:1 acetone to sample volume. The mixture was vortexed for 5 seconds 3 times and stored at -20°C overnight. The mixture was then centrifuged at 15,000 rcf for 10 minutes at 4°C to pellet the precipitated proteins. The supernatant was carefully removed, followed by addition of fresh -20°C chilled 80% acetone, and mixing by pipetting. The mixture was then centrifuged at 15,000 rcf for another 10 minutes. This process was repeated one more time and after removal of the 2^nd^ 80% acetone wash the protein pellet was allowed to air dry for 5 minutes. The protein pellet was then digested using the Trypsin/Lys-C, Mass Spec Grade kit (Promega, V5071) following the manufacturer’s Two-Step In-Solution Digestion protocol. Briefly, the protein pellet was suspended in 7 M urea/50 mM Tris-HCl (pH 8), followed by addition of DTT to a final concentration of 5 mM, and incubated at 37°C for 30 minutes. Iodoacetamide was then added to a final concentration of 15 mM, and incubated at room temperature for 30 minutes in the dark. The Trypsin/Lys-C protease mix was added at a ratio of 25:1 (protein: protease (w/w)) and incubated at 37°C for 4 hours. The mixture was then diluted with 50 mM Tris-HCl (pH 8) to reduce the urea concentration to approximately 0.5 M and continued incubation at 37°C overnight. Trifluoroacetic acid (TFA) was added to a final concentration of 0.5–1% to terminate digestion and the mixture was centrifuged at 15,000 rcf for 10 minutes to pellet particulate matter. The supernatant containing digested protein was cleaned using a C18 spin column (Pierce, 89873) following the manufacturer’s protocol.

### Mass spectrometry

Online 2D-nano LC/MS/MS was used to perform MudPIT mass spec analysis of *S*. *feltiae* ESPs. The mass spec apparatus consisted of a 2D nanoAcquity UPLC (Waters, Milford, MA) configured with an Orbitrap Fusion MS (Thermo Scientific, San Jose, CA). LC solutions/fractionation and MS parameters were as previously described [5]. The raw mass spec data was processed/analyzed with the Proteome Discoverer 2.2 software (Thermo Scientific, San Jose, CA) with the Sequest HT search engine running against the *S*. *feltiae* protein profile, steinernema_feltiae.PRJNA204661.WBPS11.protein.fa (Parasite.Wormbase.org). Duplicate genes were removed and only genes with FDR <5% were considered for further analysis. The raw mass spec data have been uploaded to the ProteomeXchange repository and can be accessed with the following links.

0 hr: **ftp://massive.ucsd.edu/MSV000082993**

6 hr: **ftp://massive.ucsd.edu/MSV000082997**

### Protein domain and peptidase analyses

Protein/peptide sequences of *S*. *feltiae* ESPs obtained from mass spec and the protein domain families were analyzed using the Pfam database and the hmmscan program (E-value < 10^−5^) of the HMMER software 3.0 as described [85]. Peptidase types based on the catalytic center amino acid (Serine, Metallo, Aspartic, etc.) and peptidase inhibitors were identified by BLAST+ against the MEROPS Peptidase database [86] from https://www.ebi.ac.uk/Tools/sss/ncbiblast/. Only hits with an E-value of <10^−5^ were further analyzed.

### Single nematode transcriptome sequencing

*S*.*feltiae* single nematode transcriptome sequencing was done as previously described [5, 6]. *In vitro* activated IJs were activated as described in the Activation of IJs section of the methods but scaled down to fit in a 6 cm petri dish with 1 ml of insect homogenate, 0.08 g of sponge, and 25,000 IJs [16, 17]. The IJs were activated for time points 3, 6, and 9 hrs. After activation the IJs were washed out of the sponge with autoclaved 0.8% NaCl and transferred to 1.5 ml eppendorf tubes. The IJs were cleaned by spinning down and removing/replacing the NaCl supernatant 4 times. We used only IJs that displayed fully activated morphology (confirmed by microscope) for each time point. This method, though arguably not highly representative of the entire population, was used in order to consistently select for individuals that were activating the fastest for each time point and minimize variation from nematodes with different levels of activation. The IJs were then transferred to RNase-free water before lysis. Naïve (0 hr) IJs were not exposed to any insect tissue and washed before proceeding to lysis. *In vivo* activated *S*. *feltiae* IJs were activated by infecting live waxworms at 50 IJs/waxworm. After 30 minutes the waxworms were gently rinsed in autoclaved 0.8% NaCl to wash off IJs that were on the surface of the waxworms but had not entered the waxworm. The infected waxworms were then stored in the dark at 25°C with 60% relative humidity for 3, 6, 9, 12, or 15 hrs. After the specified hours, the waxworms were individually placed in 6 cm petri dishes with autoclaved 0.8% NaCl and the activated IJs were dissected out. The IJs were washed by transferring them to new 6 cm petri dishes with fresh autoclaved NaCl 5x until being transferred to RNase free water before lysis. Activated IJs for each time point/condition (6 hr *in vitro*, 12 hr *in vivo*, etc.) were individually isolated in RNase-free water, cut into 3–4 pieces, and immediately transferred to lysis buffer containing RNAse inhibitor Proteinase K. The sample was placed on ice and observed periodically until the nematode tissue had been digested (typically 45–60 minutes). The sample was then incubated in a thermocycler at 85°C for 3 minutes to deactivate proteinase K. dNTP/ Oligo-dT_30_VN (5′-AAGCAGTGGTATCAACGCAGAGTACT30VN-3′) was added to the sample and poly-A RNA was reverse transcribed in a reaction solution of 100 U Superscript II RT (Thermo Fisher Scientific, 18064014), 10 U RNase inhibitor (Promega, N2611), 1x Superscript II first-strand buffer, 5 mM DTT, 1 M Betaine, 6 mM MgCl2, 1 μM TSO (LNA-modified TSO 5′-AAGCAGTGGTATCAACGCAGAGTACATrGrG+G-3′, Exiqon.com), and RNase-free water. The reverse transcription program was set to 1) 42°C 90 min, 2) 50°C 2 min, 42°C 2 min (repeat 14x), 3) 70°C 15 min, and 4) 4°C Hold. The cDNA was then added to a cDNA amplification mix with final concentrations of 1x KAPA HiFi HotStart ReadyMix (Kapa Biosystems, KK2602), 0.1 μM IS PCR primer (5′-AAGCAGTGGTATCAACGCAGAGT-3′, ordered from idtdna.com), and RNase-free water. The cDNA amplification program was set to 1) 98°C 3 min, 2) 98°C 20 sec, 67°C 15 sec, 72°C 6 min (repeat 17x), 3) 72°C 5 min, and 4) 4°C Hold. To clean the amplified cDNA, it was mixed with Ampure XP beads at a ratio of 1:1 (v/v). The mixture was then placed on a magnetic bead stand to magnetize the cDNA-bound beads to side-wall of the tube and washed with 3 rounds of 80% ethanol. After removal of the final ethanol wash the beads were air dried for 3–4 minutes and observed frequently under a microscope. At the first sign of a dry crack in the beads, 17.5 μl of elution Buffer (EB, 10 mM Tris-Cl, pH 8.5) was added, and incubated for 2 minutes. The sample was placed back on the magnetic bead stand for 2–3 minutes to separate the beads from the EB solution (now containing clean cDNA) and the EB solution was collected. cDNA concentration was measured by Qubit Fluorometer (Thermo Fisher Scientific) and the quality was analyzed by BioAnalyzer (Agilent).

The cDNA was tagmented using the Nextera DNA library prep kit (Illumina, FC-121-1030) following the protocol in L. Serra, et al 2018. Briefly, 20 ng of cDNA in 8 μl was mixed with 10 μl of Tagment DNA buffer and 2.2 μl of Tagment DNA enzyme from the kit. The mixture was incubated at 55°C for 5 minutes and cleaned up using the QIAquick DNA cleanup column (QIAGEN, 28104). The tagmented cDNA was then amplified using the Phusion High Fidelity PCR master mix (New England Biolabs, M0531L) with 30 μl of tagmented cDNA, 2.5 μl of Primer-1 (Ad1_no MX), 2.5 μl of Primer-2(Ad2.#), and 35 μl of Phusion High Fidelity PCR master mix buffer. The amplification program was set to 1) 72°C 5 min, 2) 98°C 30 sec, 3) 98°C 10 sec, 63°C 30 sec., 72°C 1 min (repeat 10x), and 4) 4°C Hold. The sample was then cleaned up with Ampure XP beads as described above except, scaling up to use 30 μl of EB and collecting 27.5 μl of the supernatant. Libraries were prepared and sequenced as paired-end, 43 base pair reads on the Illumina Nextseq 500.

### Gene expression quantification

Unstranded, paired-end 43 bp RNA-seq reads for each worm were mapped to the *S*. *feltiae* transcriptome downloaded from WormBase ParaSite (WS263) using Bowtie 1.0.0 with the following options: -X 1500 -a -m 200—S—seedlen 25 -n 2—offrate 1 -p 64 -v 3 [87]. After Bowtie, gene expression was quantified with RSEM with the following options: rsem-calculate-expression—bam—paired-end. Gene expression for *S*. *carpocapsae* were performed as previously described [5] and reported in Transcripts Per Million (TPM). We used counts for differential gene expression analysis. Reads for single worm RNA-seq samples were submitted to Gene Expression Omnibus (GEO) under the accession number GSE119223.

### Normalization and batch correction

The Transcript per million (TPM) generated by rsem-calculate-expression for *S*. *feltiae* samples were normalized according to groups using the R package limma [88] because samples were collected, processed and sequenced in different batches. Samples were batched corrected between 3 and 9 hours *in vitro* to 6 hours *in vitro*, 3,6,9,12,15 hours *in vivo* with edgeR package removebatcheffects with log2 of TPM matrix. Normalization and batch correction for *S*. *carpocapsae* were done as previously described [5].

### MRNA and protein correlation

Log_2_ of the average TPM+1 (transcripts per million, RNA levels) and Log_2_ of the emPAI (protein abundance levels) for the 266 genes of *S*. *feltiae* ESPs was plotted in Rstudio using the package ggplot2 [89]. Pearson’s correlation and Spearman’s rank correlation were calculated using Excel.

### Gene expression analysis and GO enrichment analysis

Differential gene expression was determined using edgeR [32]. Counts were normalized by library size using calcNormFactors. Genes were called differentially expressed if FDR < 0.05 and fold change > 2. The list of genes that were differentially expressed (DE) using edgeR were used to create a TPM matrix.

Gene expression in TPM were clustered using Cluster 3.0 [90] with the following options: log transformed, mean centered, normalized. Then genes were hierarchically clustered with center correlation. Heatmap were visualized with Java TreeView [91]. Heatmap for Fig 5C were done using the R package heatmap.2 with centroid hierarchical clustering by row.

MaSigPro was run as a two-time series to evaluate the differences and similarities of gene expression between *in vitro* and *in vivo* time course with 5670 differentially expressed genes found with edgeR between 6 hours *in vitro* activated and naïve IJs. Gene ontology enrichment analyses was calculated using Blast2GO Fisher’s exact test and considered statistically significant if FDR < 0.05 [92]. List of genes used in Blast2GO were differentially expressed according to edgeR or dynamically expressed according to maSigPro.

### Venom orthology analysis

We obtained a list of N:N orthologs and paralogs between *S*. *feltiae* and *S*. *carpocapsae* from WormBase ParaSite Biomart. List were obtained by choosing *S*. *feltiae* genome as query to find orthologs and paralogs in *S*. *carpocapsae*. List of venom proteins for *S*. *carpocapsae* were obtained from Lu et al. 2017 and compared to list of *S*. *feltiae* venom proteins. Orthology analysis was done with edgeR with function “match”. In determining the orthology of *S*. *feltiae* L889_g32029 (*Sf-flp-21*) to *C*. *elegans flp-21*, we relied on the predicted sequence of the mature peptide [34, 93]. Using this method, we determined that, similar to *Sc-flp-21*, *Sf-flp-21* has an identical predicted mature peptide as the *flp-21* from *C*. *elegans*.

## Supporting information

S1 Fig Average concentrations of ESPs collected from different batches of *S. feltiae* IJs activated over time. All batches were activated the same way as described in the IJ activation section of the methods and a final volume of 300 μl was collected for each time point. Each time point was repeated 3 times and the protein concentrations were determined by a Bradford assay.
(PDF) Click here for additional data file.

S2 Fig Damaged nematodes from sponge activations. Representative pictures of damaged (indicated by trypan blue staining, 0.2% final concentration) and undamaged nematodes at various time points (A) 6 hours, (B) 18 hours, (C) 24 hours, (D) 30 hours of activation. Image B shows a view of undamaged nematodes at 18 hours while the rest show instances of damaged nematodes. (E) Percentages of the nematode population that exhibited stained damaged tissue from (uncrushed) normal sponge activation experiments. (F) Percentages of the nematode population that exhibited stained damaged tissue from manual crushing of sponge activations (pink) combined with data from panel E (blue). Bars represent the mean of 3 biological replicates with 5000 counts each and error bars represent standard deviation. **** represent statistical significance with P<0.0001. Statistical analysis was done using Graphpad Prism 8.0 software running unpaired one-way ANOVA with (recommended) Dunnett’s multiple comparisons test. The raw data counts can be found in S2 Table.
(PDF) Click here for additional data file.

S3 Fig Axenic *S. feltiae* Assay, ESP, Activity. A) Schematic of how IJs were plated to assay for axenic IJs. A1) Grounded bleach surface sterilized *S*. *feltiae* IJs (symbiotic or axenic) on an NBTA plate supplemented with sodium pyruvate. Blue colonies on NBTA plates represent primary phase *X*. *bovenii*. A2) Grounded Hyamine surface sterilized *S*. *feltiae* IJs on an NBTA plate supplemented with sodium pyruvate. A3) Grounded bleach surface sterilized *S*. *feltiae* IJs (symbiotic or axenic) on an LB plate supplemented with sodium pyruvate (SP). A4) Grounded Hyamine surface sterilized *S*. *feltiae* IJs on an LB plate supplemented with sodium pyruvate. This was repeated 3 times using approximately 1000 IJs for each batch of *S*. *feltiae* IJs.
B) Silver stained protein gel of ESPs collected from symbiotic (S) and axenic (A) *S*. *feltiae* IJs activated for 6 hours. C) Survival curve of *D*. *melanogaster* fruit flies injected with 20 ng of ESPs collected from axenic *S*. *feltiae* IJs activated for 6 hrs. This was repeated 3 times with at least 90 flies for reach replicate.
(PDF) Click here for additional data file.

S4 Fig Genes differentially expressed during *in vivo* IJ activation. (A) maSigPro profiles of genes clusters during *in vivo* time course activation. (B) Representative GO terms for each maSigPro cluster. (C) heatmap of neuropeptide pathway enriched genes from cluster 2.
(PDF) Click here for additional data file.

S5 Fig mRNA-Protein Correlation of *S. feltiae* ESPs. Correlation plot of mRNA abundance (log2 of TPM+1) to protein abundance (log2 of emPAI).
(PDF) Click here for additional data file.

S6 Fig Core venom orthologs in non-*Steinernema* organisms. Pie chart of the 52 core ESPs which had orthologs in genera other than Steinernema and categorized into either vertebrate-parasitic nematodes, non-parasitic nematodes, or non-nematodes. The list of best orthologs found in non-Steinernema organisms can be found in S4 Table, which was produced using Blast2Go blastp default settings (E-value <1x10-3).
(PDF) Click here for additional data file.

S1 Table *S. feltiae* IJ time course activation rates and statistical comparison to *S. carpocapsae* rates. 1A) Table with the counts of *S*. *feltiae* IJs that were either fully activated, partially activated, or non-activated. Activation rates were quantified for each time point 3 times. The average percent of activation was calculated with standard error of the mean (SEM) and standard deviation (SD) shown below. The activation rate data for naïve/0-hour *S*. *carpocapsae* is also included as this data was obtained in this study. P-values from paired two-way ANOVA with (Prism recommended) Sidak’s multiple comparisons test comparing *S*. *feltiae* activation time points/categories relative to *S*. *carpocapsae* (*S*. *carpocapsae* activation rates used in statistical analyses (except naïve/0 hour) are not shown and were obtained from Lu et al, 2017[5]).
(XLSX) Click here for additional data file.

S2 Table Damaged nematode count data. Raw data assessing the number of damaged nematodes shown in S2 Fig.
(XLSX) Click here for additional data file.

S3 Table ES proteins from *S. feltiae* 6 hr and 0 hr symbiotic. Table of ESPs identified by mass spec from naïve (0 hr) or 6 hr activated *S*. *feltiae* IJs used in our analyses. Duplicate genes were removed and only genes with FDR<5% are included in these lists. This filter resulted in 266 total proteins from 6 hr activated IJs and 682 total proteins from naïve IJs. The raw mass spec data (which includes proteins not used in our analyses) have been uploaded to the ProteomeXchange repository and can be accessed with the following links.
0 hr: **ftp://massive.ucsd.edu/MSV000082997**.
6 hr: **ftp://massive.ucsd.edu/MSV000082997**.
(XLSX) Click here for additional data file.

S4 Table Core venom proteins. List of 52 core venom protein gene IDs shared between *S*. *feltiae* (L889) and *S*. *carpocapsae* (L596) as well as their associated blast descriptions.
(XLSX) Click here for additional data file.

S5 Table 112 *S. feltiae* venom orthologs to *S. carpocapsae*. List of 112 *S*. *feltiae* (L889) venom gene IDs with homologs in *S*. *carpocapsae* (L596) venom [5].
(XLSX) Click here for additional data file.

S6 Table 183 *S. carpocapsae* venom orthologs to *S. feltiae*. List of 183 *S*. *carpocapsae* (L596) venom gene IDs [5] with homologs in *S*. *feltiae* (L889) venom.
(XLSX) Click here for additional data file.

S7 Table Core venom GO terms. List of enriched GO terms associated with the 52 core venom proteins between *S*. *feltiae* and *S*. *carpocapsae*.
(XLSX) Click here for additional data file.

## References

[1] HotezPJ, AlvaradoM, BasanezMG, BolligerI, BourneR, BoussinesqM, et al The global burden of disease study 2010: interpretation and implications for the neglected tropical diseases. PLoS Negl Trop Dis. 2014;8(7):e2865 10.1371/journal.pntd.0002865 25058013PMC4109880

[2] PullanRL, SmithJL, JasrasariaR, BrookerSJ. Global numbers of infection and disease burden of soil transmitted helminth infections in 2010. Parasites & Vectors. 2014;7:19 10.1186/1756-3305-7-37 WOS:000334641400001. 24447578PMC3905661

[3] Cuesta-AstrozY, de OliveiraFS, NahumLA, OliveiraG. Helminth secretomes reflect different lifestyles and parasitized hosts. International Journal for Parasitology. 2017;47(9):529–44. 10.1016/j.ijpara.2017.01.007 WOS:000408076200003. 28336271

[4] StoltzfusJD, PilgrimAA, HerbertDR. Perusal of parasitic nematode 'omits in the post-genomic era. Molecular and Biochemical Parasitology. 2017;215:11–22. 10.1016/j.molbiopara.2016.11.003 WOS:000405049100003. 27887974PMC5440216

[5] LuDH, MacchiettoM, ChangD, BarrosMM, BaldwinJ, MortazaviA, et al Activated entomopathogenic nematode infective juveniles release lethal venom proteins. Plos Pathogens. 2017;13(4):31 10.1371/journal.ppat.1006302 WOS:000402555700018. 28426766PMC5398726

[6] SerraL, ChangD, MacchiettoM, WilliamsK, MuradR, LuD, et al Adapting the Smart-seq2 Protocol for Robust Single Worm RNA-seq. Bio-protocol. 2018;8(4):e2729 10.21769/BioProtoc.2729 29564372PMC5857950

[7] CassadaRC, RussellRL. The dauer larva, a post-embryonic developmental variant of the nematode *Caenorhabditis elegans*. Developmental Biology. 1975;46(2):326–42. 10.1016/0012-1606(75)90109-8. 1183723

[8] HallemEA, DillmanAR, HongAV, ZhangY, YanoJM, DeMarcoSF, et al A sensory code for host seeking in parasitic nematodes. Curr Biol. 2011;21(5):377–83. 10.1016/j.cub.2011.01.048 21353558PMC3152378

[9] DillmanAR, GuillerminML, LeeJH, KimB, SternbergPW, HallemEA. Olfaction shapes host–parasite interactions in parasitic nematodes. 2012 10.1073/pnas.1211436109 22851767PMC3435218

[10] KayaHK, GauglerR. Entomophathogenic Nematodes. Annual Review of Entomology. 1993;38:181–206. 10.1146/annurev.en.38.010193.001145 WOS:A1993KF69700009.

[11] CrookM. The dauer hypothesis and the evolution of parasitism: 20 years on and still going strong. Int J Parasit. 2014;44(1):1–8. 10.1016/j.ijpara.2013.08.004 WOS:000331415400001. 24095839PMC3947200

[12] HawdonJM, JonesBF, PerregauxMA, HotezPJ. *Ancylostoma*-*Caninum*—Metalloprotease Release Coincides with Activation of Infective Larvae in-Vitro. Experimental Parasitology. 1995;80(2):205–11. 10.1006/expr.1995.1025 ISI:A1995QP93400005. 7895832

[13] Campos-HerreraR, BarbercheckM, HoyCW, StockSP. Entomopathogenic Nematodes as a Model System for Advancing the Frontiers of Ecology. Journal of Nematology. 2012;44(2):162–76. WOS:000320451700010. 23482825PMC3578465

[14] HodsonAK, SiegelJP, LewisEE. Ecological influence of the entomopathogenic nematode, *Steinernema carpocapsae*, on pistachio orchard soil arthropods. Pedobiologia. 2012;55(1):51–8. 10.1016/j.pedobi.2011.10.005 WOS:000300211100007.

[15] LewisEE, CampbellJ, GriffinC, KayaH, PetersA. Behavioral ecology of entomopathogenic nematodes. Biological Control. 2006;38(1):66–79. 10.1016/j.biocontrol.2005.11.007 WOS:000238596600006.

[16] AlonsoV, NasrolahiS, DillmanA. Host-Specific Activation of Entomopathogenic Nematode Infective Juveniles. Insects. 2018;9(2):59 10.3390/insects9020059 29865224PMC6023527

[17] LuDH, SepulvedaC, DillmanAR. Infective Juveniles of the Entomopathogenic Nematode *Steinernema scapterisci* Are Preferentially Activated by Cricket Tissue. Plos One. 2017;12(1):14 10.1371/journal.pone.0169410 WOS:000391612300184. 28046065PMC5207650

[18] BalasubramanianN, HaoYJ, ToubarroD, NascimentoG, SimoesN. Purification, biochemical and molecular analysis of a chymotrypsin protease with prophenoloxidase suppression activity from the entomopathogenic nematode *Steinernema carpocapsae*. Int J Parasit. 2009;39(9):975–84. 10.1016/j.ijpara.2009.01.012 ISI:000267569000004. 19249304

[19] ToubarroD, AvilaMM, MontielR, SimoesN. A Pathogenic Nematode Targets Recognition Proteins to Avoid Insect Defenses. Plos One. 2013;8(9):13 10.1371/journal.pone.0075691 WOS:000325423500086. 24098715PMC3787073

[20] LewisEE, ClarkeDJ. Nematode Parasites and Entomopathogens In: VegaFE, KayaHK, editors. Insect Pathology, 2nd Edition San Diego: Elsevier Academic Press Inc; 2012 p. 395–424.

[21] HuntDJ, NguyenKB, SpiridonovSE. Steinernematidae: species descriptions Advances in entomopathogenic nematode taxonomy and phylogeny: Brill; 2016 p. 111.

[22] PoinarGOJr. Nematodes for biological control of insects. 1979.

[23] HodsonAK, FriedmanML, WuLN, LewisEE. European earwig (*Forficula auricularia*) as a novel host for the entomopathogenic nematode *Steinernema carpocapsae*. Journal of Invertebrate Pathology. 2011;107(1):60–4. 10.1016/j.jip.2011.02.004 WOS:000289831300008. 21356215

[24] NguyenKB, SmartGC. *Steinernema scapterisci* n. sp. (Rhabditida, Steinernematidae). Journal of Nematology. 1990;22(2):187–99. WOS:A1990CY91100007. 19287709PMC2619029

[25] StockSP, KoppenhoferAM. *Steinernema scarabaei* n. sp (Rhabditida: Steinernematidae), a natural pathogen of scarab beetle larvae (Coleoptera: Scarabaeidae) from New Jersey, USA. Nematology. 2003;5:191–204. 10.1163/156854103767139680 WOS:000184809500004.

[26] AdamsBJ, PeatSM, DillmanAR. Phylogeny and evolution In: NguyenKB, HuntDJ, editors. Entomopathogenic nematodes: Systematics, phylogeny, and bacterial symbionts. Nematology monographs and perspectives. 5 Leiden-Boston: Brill; 2007 p. 693–733.

[27] SpiridonovSE, ReidAP, PodruckaK, SubbotinSA, MoensM. Phylogenetic relationships within the genus *Steinernema* (Nematoda: Rhabditida) as inferred from analyses of sequences of the ITSI-5.8S-ITS2 region of rDNA and morphological features. Nematology. 2004;6:547–66. 10.1163/1568541042665304 ISI:000226415300008.

[28] DunphyGB, WebsterJM. Partially characterized components of the epicuticle of dauer juveniles *Steinernema feltiae* and their influence on hemocyte activity in *Galleria mellonella*. Journal of Parasitology. 1987;73(3):584–8. 10.2307/3282140 WOS:A1987J343300020.

[29] BrivioMF, PaganiM, RestelliS. Immune suppression of *Galleria mellonella* (Insecta, Lepidoptera) humoral defenses induced by *Steinernema feltiae* (Nematoda, Rhabditida): involvement of the parasite cuticle. Experimental Parasitology. 2002;101(2–3):149–56. 10.1016/s0014-4894(02)00111-x WOS:000179436600009. 12427469

[30] BrivioMF, MastoreM, MoroM. The role of *Steinernema feltiae* body-surface lipids in host-parasite immunological interactions. Molecular and Biochemical Parasitology. 2004;135(1):111–21. 10.1016/j.molbiopara.2004.01.012 WOS:000221489500012. 15287592

[31] BrivioM, MastoreM. Nematobacterial Complexes and Insect Hosts: Different Weapons for the Same War. Insects. 2018;9(3):117 10.3390/insects9030117 30208626PMC6164499

[32] RobinsonMD, McCarthyDJ, SmythGK. edgeR: a Bioconductor package for differential expression analysis of digital gene expression data. Bioinformatics. 2010;26(1):139–40. 10.1093/bioinformatics/btp616 19910308PMC2796818

[33] ConesaCA, NuedaJ. maSigPro: Significant Gene Expression Profile Differences in Time Course Gene Expression Data. 1.52.0 ed: R package; 2018.

[34] MorrisR, WilsonL, SturrockM, WarnockND, CarrizoD, CoxD, et al A neuropeptide modulates sensory perception in the entomopathogenic nematode *Steinernema carpocapsae*. Plos Pathogens. 2017;13(3):17 10.1371/journal.ppat.1006185 WOS:000398120300047. 28253355PMC5333901

[35] FinnRD, CoggillP, EberhardtRY, EddySR, MistryJ, MitchellAL, et al The Pfam protein families database: towards a more sustainable future. Nucleic Acids Research. 2016;44(D1):D279–D85. 10.1093/nar/gkv1344 WOS:000371261700038. 26673716PMC4702930

[36] HuPJ. Dauer. WormBook 2007 10.1895/wormbook.1.144.1 PMC289022817988074

[37] VineyME, LokJB. The biology of *Strongyloides* spp. WormBook 2015 10.1895/wormbook.1.141.2 PMC540221626183912

[38] BonnerTP. Initiation of Development *In vitro* of Third-Stage *Nippostrongylus brasiliensis*. The Journal of Parasitology. 1979;65(1):74–8. 10.2307/3280205 448602

[39] HawdonJM, VolkSW, PritchardDI, SchadGA. Resumption of Feeding *Invitro* by Hookworm Third-Stage Larvae—a Comparative Study. Journal of Parasitology. 1992;78(6):1036–40. 10.2307/3283226 ISI:A1992KL32200013. 1491295

[40] DillmanAR, MacchiettoM, PorterCF, RogersA, WilliamsB, AntoshechkinI, et al Comparative genomics of *Steinernema* reveals deeply conserved gene regulatory networks. Genome Biol. 2015;16:200 10.1186/s13059-015-0746-6 26392177PMC4578762

[41] AdamsBJ, PeatSM, DillmanAR. Phylogeny and evolution. Entomopathogenic Nematodes: Systematics, Phylogeny and Bacterial Symbionts. 2007;5:693–733. ISI:000301864200007.

[42] HominickWM, ReidAP. Perspectives on entomopathogenic nematology. Boca Raton, FL 33431: CRC Press Inc; 1990 p. 327–45.

[43] GriffinCT. Effects of prior storage conditions on the infectivity of *Heterorhabditis* sp (Nematoda: Heterorhabditidae). Fundamental and Applied Nematology. 1996;19(1):95–102. ISI:A1996TP25100014.

[44] CampbellJF, KoppenhoferAM, KayaHK, ChinnasriB. Are there temporarily non-infectious dauer stages in entomopathogenic nematode populations: a test of the phased infectivity hypothesis. Parasitology. 1999;118 (Pt 5):499–508. .1036328310.1017/s0031182099003984

[45] DempseyCM, GriffinCT. Phased activity in *Heterorhabditis megidis* infective juveniles. Parasitology. 2002;124:605–13. 10.1017/S0031182002001609 ISI:000177212400005. 12118716

[46] GrewalPS, LewisEE, GauglerR. Response of infective stage parasites (Nematoda: Steinernematidae) to volatile cues from infected hosts. Journal of Chemical Ecology. 1997;23(2):503–15. 10.1023/B:Joec.0000006374.95624.7e ISI:A1997WR84600018.

[47] HewitsonJP, GraingerJR, MaizelsRM. Helminth immunoregulation: The role of parasite secreted proteins in modulating host immunity. Molecular and Biochemical Parasitology. 2009;167(1):1–11. 10.1016/j.molbiopara.2009.04.008 ISI:000268049600001. 19406170PMC2706953

[48] LightowlersMW, RickardMD. Excretory Secretory Products of Helminth-Parasites—Effects on Host Immune-Responses. Parasitology. 1988;96:S123–S66. ISI:A1988M840500009. 328728810.1017/s0031182000086017

[49] HollandMJ, HarcusYM, RichesPL, MaizelsRM. Proteins secreted by the parasitic nematode Nippostrongylus brasiliensis act as adjuvants for Th2 responses. European Journal of Immunology. 2000;30(7):1977–87. 10.1002/1521-4141(200007)30:7<1977::AID-IMMU1977>3.0.CO;2-3 ISI:000088262300020. 10940887

[50] HealerJ, AshallF, MaizelsRM. Characterization of Proteolytic Enzymes from Larval and Adult *Nippostrongylus brasiliensis*. Parasitology. 1991;103:305–14. 10.1017/S0031182000059588 ISI:A1991GH06800016. 1745556

[51] HewitsonJR, HarcusYM, CurwenbRS, DowleAA, AtmadjaAK, AshtonPD, et al The secretome of the filarial parasite, *Brugia malayi*: Proteomic profile of adult excretory-secretory products. Molecular and Biochemical Parasitology. 2008;160(1):8–21. 10.1016/j.molbiopara.2008.02.007 ISI:000257024600002. 18439691

[52] DillmanAR, ChastonJM, AdamsBJ, CicheTA, Goodrich-BlairH, StockSP, et al An Entomopathogenic Nematode by Any Other Name. Plos Pathogens. 2012;8(3):4 10.1371/journal.ppat.1002527 WOS:000302225600003. 22396642PMC3291613

[53] AryalSK, LuD, LeK, AllisonL, GerkeC, DillmanAR. Sand crickets (*Gryllus firmus*) have low susceptibility to entomopathogenic nematodes and their pathogenic bacteria. J Invertebr Pathol. 2019;160:54–60. Epub 2018/12/12. 10.1016/j.jip.2018.12.002 .30528638

[54] HanRC, EhlersRU. Pathogenicity, development, and reproduction of *Heterorhabditis bacteriophora* and *Steinernema carpocapsae* under axenic *in vivo* conditions. Journal of Invertebrate Pathology. 2000;75(1):55–8. 10.1006/jipa.1999.4900 WOS:000085395100009. 10631058

[55] PoinarGO, ThomasGM. Significance of *Achromobacter nematophilus* Poinar and Thomas (Achromobacteraceae—Eubacteriales) in Development of Nematode DD-136 (*Neoaplectana* sp Steinernematidae). Parasitology. 1966;56:385–&. WOS:A19667764600015. 496024710.1017/s0031182000070980

[56] SicardM, Le BrunN, PagesS, GodelleB, BoemareN, MouliaC. Effect of native *Xenorhabdus* on the fitness of their *Steinernema* hosts: Contrasting types of interaction. Parasitology Research. 2003;91(6):520–4. 10.1007/s00436-003-0998-z WOS:000187993700016. 14557877

[57] BurmanM. *Neoaplectana carpocapsae*: Toxin production by axenic Insect Parasitic Nematodes. Nematologica. 1982;28(1):62–70. WOS:A1982PU84500006.

[58] WalterTN, DunphyGB, MandatoCA. *Steinernema carpocapsae* DD136: Metabolites limit the non-self adhesion responses of haemocytes of two lepidopteran larvae, *Galleria mellonella* (*F*. *Pyralidae*) and *Malacosoma disstria* (*F*. *Lasiocampidae*). Experimental Parasitology. 2008;120(2):161–74. 10.1016/j.exppara.2008.07.001 WOS:000259659600006. 18656470

[59] HaoYJ, MontielR, NascimentoG, ToubarroD, SimoesN. Identification and expression analysis of the *Steinernema carpocapsae* elastase-like serine protease gene during the parasitic stage. Exp Parasitol. 2009;122(1):51–60. 10.1016/j.exppara.2009.01.014 WOS:000265463600009. 19545520

[60] JingYJ, ToubarroD, HaoYJ, SimoesN. Cloning, characterisation and heterologous expression of an astacin metalloprotease, Sc-AST, from the entomoparasitic nematode *Steinernema carpocapsae*. Molecular and Biochemical Parasitology. 2010;174(2):101–8. 10.1016/j.molbiopara.2010.07.004 WOS:000283697900002. 20670659

[61] ToubarroD, AvilaMM, HaoYJ, BalasubramanianN, JingYJ, MontielR, et al A Serpin Released by an Entomopathogen Impairs Clot Formation in Insect Defense System. Plos One. 2013;8(7):12 10.1371/journal.pone.0069161 WOS:000322064300088. 23874900PMC3712955

[62] EhlersRU, WulffA, PetersA. Pathogenicity of axenic Steinernema feltiae, Xenorhabdus bovienii, and the bacto-helminthic complex to larvae of Tipula oleracea (Diptera) and Galleria mellonella (Lepidoptera). Journal of Invertebrate Pathology. 1997;69(3):212–7. 10.1006/jipa.1996.4647 WOS:A1997WZ20900003. 9170346

[63] DunphyGB, WebsterJM. Influence of *Steinernema feltiae* (Filipjev) Wouts, Mracek, Gerdin and Bedding DD136 strain on the humoral and haemocytic responses of *Galleria mellonella* (L.) larvae to selected bacteria. Parasitology. 1985;91(2):369–80. Epub 2009/04/01. 10.1017/s0031182000057437

[64] OdalyJA, CabreraZ. Immunization of hamsters with TLCK-killed parasites induces protection against *Leishmania* infection. Acta Tropica. 1986;43(3):225–36. WOS:A1986E140800004. 2877549

[65] RedmondDL, KnoxDP. Protection studies in sheep using affinity-purified and recombinant cysteine proteinases of adult *Haemonchus contortus*. Vaccine. 2004;22(31–32):4252–61. 10.1016/j.vaccine.2004.04.028 WOS:000224758200016. 15474716

[66] RuizA, MolinaJM, GonzalezJF, CondeMM, MartinS, HernandezYI. Immunoprotection in goats against *Haemonchus contortus* after immunization with cysteine protease enriched protein fractions. Veterinary Research. 2004;35(5):565–72. 10.1051/vetres:2004032 WOS:000224585800005. 15369659

[67] KnoxD. Proteases in blood-feeding nematodes and their potential as vaccine candidates In: RobinsonMW, DaltonJP, editors. Cysteine Proteases of Pathogenic Organisms. Advances in Experimental Medicine and Biology. 712 Berlin: Springer-Verlag Berlin; 2011 p. 155–76.10.1007/978-1-4419-8414-2_1021660664

[68] McKerrowJH, CaffreyC, KellyB, LokeP, SajidM. Proteases in parasitic diseases. Annual Review of Pathology-Mechanisms of Disease Annual Review of Pathology-Mechanisms of Disease. 1 Palo Alto: Annual Reviews; 2006 p. 497–536.10.1146/annurev.pathol.1.110304.10015118039124

[69] TodorovaVK, StoyanovDI. Partial characterization of serine proteinases secreted by adult *Trichinella spiralis*. Parasitology Research. 2000;86(8):684–7. 10.1007/pl00008552 WOS:000088738100013. 10952270

[70] CwiklinskiK, MeskillD, RobinsonMW, PozioE, AppletonJA, ConnollyB. Cloning and analysis of a *Trichinella pseudospiralis* muscle larva secreted serine protease gene. Veterinary Parasitology. 2009;159(3–4):268–71. 10.1016/j.vetpar.2008.10.036 WOS:000264038400019. 19054614PMC2673510

[71] Rees-RobertsD, MullenLM, GounarisK, SelkirkME. Inactivation of the complement anaphylatoxin C5a by secreted products of parasitic nematodes. International Journal for Parasitology. 2010;40(5):527–32. 10.1016/j.ijpara.2009.10.006 WOS:000277107400004. 19874826PMC2852653

[72] ZhaoYM, SunW, ZhangP, ChiH, ZhangMJ, SongCQ, et al Nematode sperm maturation triggered by protease involves sperm-secreted serine protease inhibitor (Serpin). Proceedings of the National Academy of Sciences of the United States of America. 2012;109(5):1542–7. 10.1073/pnas.1109912109 WOS:000299731400044. 22307610PMC3277156

[73] DrakeLJ, BiancoAE, BundyDAP, AshallF. Characterization of peptidases of adult *Trichuris muris*. Parasitology. 1994;109:623–30. 10.1017/s0031182000076502 WOS:A1994PV35900010. 7831097

[74] HotezPJ, CeramiA. Secretion of a proteolytic anticoagulant by *Ancylostoma* hookworms. Journal of Experimental Medicine. 1983;157(5):1594–603. 10.1084/jem.157.5.1594 WOS:A1983QQ38700018. 6343546PMC2186995

[75] KennedyMW, CorsicoB, CooperA, SmithBO. The Unusual Lipid-binding Proteins of Nematodes: NPAs, nemFABPs and FARs In: KennedyMW, HarnettW, editors. Parasitic Nematodes: Molecular Biology, Biochemistry and Immunology, 2nd Edition Wallingford: Cabi Publishing-C a B Int; 2013 p. 397–412.

[76] IberkleidI, VieiraP, EnglerJD, FiresterK, SpiegelY, HorowitzSB. Fatty Acid-and Retinol-Binding Protein, Mj-FAR-1 Induces Tomato Host Susceptibility to Root-Knot Nematodes. Plos One. 2013;8(5):14 10.1371/journal.pone.0064586 WOS:000320362700159. 23717636PMC3661543

[77] VieiraP, KamoK, EisenbackJD. Characterization and silencing of the fatty acid- and retinol-binding Pp-far-1 gene in *Pratylenchus penetrans*. Plant Pathology. 2017;66(7):1214–24. 10.1111/ppa.12664 ISI:000409374900017.

[78] PhaniV, ShivakumaraTN, DaviesKG, RaoU. *Meloidogyne incognita* Fatty Acid- and Retinol- Binding Protein (Mi-FAR-1) Affects Nematode Infection of Plant Roots and the Attachment of *Pasteuria penetrans* Endospores. Frontiers in Microbiology. 2017;8 10.3389/fmicb.2017.00008 ISI:000414123500001.29209280PMC5701614

[79] AbreuRD, PenalvaLO, MarcotteEM, VogelC. Global signatures of protein and mRNA expression levels. Molecular Biosystems. 2009;5(12):1512–26. 10.1039/b908315d WOS:000271727600013. 20023718PMC4089977

[80] GrunD, KirchnerM, ThierfelderN, StoeckiusM, SelbachM, RajewskyN. Conservation of mRNA and Protein Expression during Development of *C*.*elegans*. Cell Reports. 2014;6(3):565–77. 10.1016/j.celrep.2014.01.001 WOS:000331168400014. 24462290

[81] KoussounadisA, LangdonSP, UmIH, HarrisonDJ, SmithVA. Relationship between differentially expressed mRNA and mRNA-protein correlations in a xenograft model system. Scientific Reports. 2015;5:9 10.1038/srep10775 WOS:000356137300001. 26053859PMC4459080

[82] WhiteGF. A method for obtaining infective nematode larvae from cultures. Science. 1927;66(1709):302–3. 10.1126/science.66.1709.302-a .17749713

[83] PhamLN, DionneMS, Shirasu-HizaM, SchneiderDS. A specific primed immune response in *Drosophila* is dependent on phagocytes. Plos Pathogens. 2007;3(3):8 10.1371/journal.ppat.0030026 WOS:000248495200006. 17352533PMC1817657

[84] HeungensK, CowlesCE, Goodrich-BlairH. Identification of *Xenorhabdus nematophila* genes required for mutualistic colonization of S*teinernema carpocapsae* nematodes. Molecular Microbiology. 2002;45(5):1337–53. 10.1046/j.1365-2958.2002.03100.x WOS:000177750400015. 12207701

[85] FinnRD, ClementsJ, EddySR. HMMER web server: interactive sequence similarity searching. Nucleic Acids Research. 2011;39:W29–W37. 10.1093/nar/gkr367 ISI:000292325300006. 21593126PMC3125773

[86] RawlingsND, WallerM, BarrettAJ, BatemanA. MEROPS: the database of proteolytic enzymes, their substrates and inhibitors. Nucleic Acids Research. 2014;42(D1):D503–D9. 10.1093/nar/gkt953 WOS:000331139800075. 24157837PMC3964991

[87] LangmeadB, TrapnellC, PopM, SalzbergSL. Ultrafast and memory-efficient alignment of short DNA sequences to the human genome. Genome Biology. 2009;10(3):10 10.1186/gb-2009-10-3-r25 WOS:000266544500005. 19261174PMC2690996

[88] RitchieME, PhipsonB, WuD, HuYF, LawCW, ShiW, et al limma powers differential expression analyses for RNA-sequencing and microarray studies. Nucleic Acids Research. 2015;43(7):13 10.1093/nar/gkv007 WOS:000354722500005. 25605792PMC4402510

[89] WickhamH. ggplot2: Elegant Graphics for Data Analysis. Ggplot2: Elegant Graphics for Data Analysis. 2009:1–212. 10.1007/978-0-387-98141-3 WOS:000269437100014.

[90] de HoonMJL, ImotoS, NolanJ, MiyanoS. Open source clustering software. Bioinformatics. 2004;20(9):1453–4. 10.1093/bioinformatics/bth078 WOS:000222125600013. 14871861

[91] SaldanhaAJ. Java Treeview-extensible visualization of microarray data. Bioinformatics. 2004;20(17):3246–8. 10.1093/bioinformatics/bth349 WOS:000225361400039. 15180930

[92] ConesaA, GotzS, Garcia-GomezJM, TerolJ, TalonM, RoblesM. Blast2GO: a universal tool for annotation, visualization and analysis in functional genomics research. Bioinformatics. 2005;21(18):3674–6. 10.1093/bioinformatics/bti610 .16081474

[93] LiC, KimK. Family of FLP peptides in *Caenorhabditis elegans* and related nematodes. Frontiers in Endocrinology. 2014;5 10.3389/fendo.2014.00150 WOS:000209749800149. 25352828PMC4196577

# Supplementary material for: A core set of venom proteins is released by entomopathogenic nematodes in the genus Steinernema
**Source:** PLoS Pathog. 2019 May 1;15(5):e1007626. doi: 10.1371/journal.ppat.1007626

A)

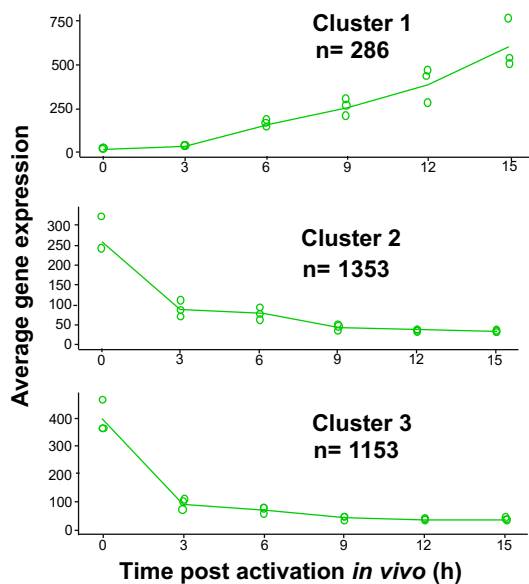

B)

## Representative GO terms

Cluster 1

Catalytic activity (3.65e-10)  
Hydrolase activity (4.01e-9)  
Peptidase activity (6.49e-9)  
Defense response to bacterium (1.44e-5)

Cluster 2

Neuropeptide signaling pathway (4.18e-10)  
Kinase activity (7.89e-5)  
Phosphoprotein phosphatase activity (5.8e-4)  
Cellular response to stimulus (2.08e-5)

Cluster 3

Regulation of serine kinase activity (2.21e-4)  
Phosphatase activity (6.93e-5)  
Negative regulation of catalytic activity (4.71e-4)  
Regulation of protein phosphorylation (2.18e-5)

C)

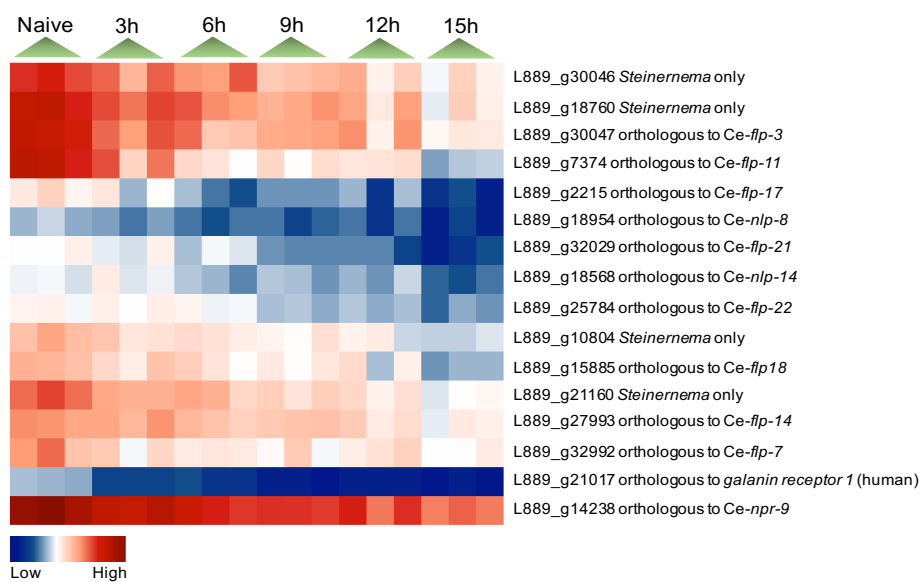

**Supplement:** S4 Fig — (A) maSigPro profiles of genes clusters during in vivo time course activation. (B) Representative GO terms for each maSigPro cluster. (C) heatmap of neuropeptide pathway enriched genes from cluster 2.

How the deposited data were processed for this re-analysis (not part of the article)

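RNA-seq libraries of 27 single nematodes were analysed, 3 in each of 9 groups. The groups were naïve IJs, IJs activated in vitro for 3, 6 and 9 hours, and nematodes dissected out of infected waxworms at 3, 6, 9, 12 and 15 hours. The labels and the paper name the condition of every nematode, and none was left out.

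The authors mapped the paired-end reads to the S. feltiae transcriptome with Bowtie and quantified them with RSEM, which divides reads that fit several genes between them by estimate. The authors deposited expected counts for each of 33459 genes and 36434 transcripts, without normalization. The same deposited tables give TPM, scaled by RSEM within each library to the same total, and FPKM, scaled by RSEM to gene length and library size. Neither unit holds the batch correction that the authors applied to log2 of the TPM for their heatmaps. The deposited expected counts of a gene are the sum of those of its transcripts, except for replicates 1 and 2 of 6 hours in vitro, where the own transcripts matched for 26.8% of genes and those of the other replicate for the rest. Since both are of the same condition, the gene tables were used as they are, and transcript tables were used for this check only.

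Total expected counts ranged from 461692 to 3604010, with a median of 1859682, in the 6 nematodes activated in vitro for 3 and 9 hours, and from 6190639 to 13531372, with a median of 9499439, in the other 21. The smallest share a library could show, taken as 3 counts of its total, ranged from 0.222 to 6.5 CPM. It covers counting error only. Nematodes of the same group differed by more than sampling noise, with a chi-squared statistic per degree of freedom between 14.0 and 160 over the 27 pairs of replicates and a Spearman's rank correlation of TPM between 0.771 and 0.913. The paper's methods set 3 and 9 hours in vitro apart as a batch from all other activated nematodes, and they do not say in which batch the naïve IJs were. No in vivo nematode is in that batch, so in vitro and in vivo could not be compared within it. For removeBatchEffect the naïve IJs were put with the other activated nematodes.

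Replicate numbers were checked for pairing across groups by correlating each nematode's deviations from its group mean over 13518 genes. The mean correlation for nematodes with the same number was -0.01, with single pairs of groups between -0.14 and 0.09. The mean of 0.00 for different numbers adds nothing, since deviations from a group mean sum to 0 and so fix it. No consistent pairing was seen, so the main tests treat nematodes as unpaired. The replicate number was used as a block only as a check.

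Differential expression was tested on expected counts rounded to whole numbers with edgeR 4.0.16 in R 4.3.3, using TMM normalization, the quasi-likelihood F-test and Benjamini-Hochberg adjustment. Each comparison was fitted on its own 6 nematodes, and genes with at least 10 counts in at least 3 of them were tested. Genes were called at an FDR under 0.05 and a fold change above 2. The SE of a log2 fold change is not given by edgeR. It was computed as the size of the log2 fold change divided by the square root of the F statistic. Each activated group was compared with naïve IJs, and in vitro with in vivo nematodes at 3, 6 and 9 hours. The in vivo time course was tested with an F-test over the 5 hours against naïve IJs, and the difference between the time courses with an F-test over the 3 hours at which both were sampled. MaSigPro was not used here, so the clusters and counts of genes given for the time courses are not its output. Tested on simulated data with 200 changed genes, the comparison of 3 nematodes with 3 recovered 69.9% of changed genes at the depth of 6 hours in vitro and 70.2% at that of 9 hours in vitro, and 10.3% and 6.9% of the genes it called were unchanged. The F-test over the in vivo hours recovered 64.5% with 5.1% unchanged. All simulated changes were at least 4-fold, with as many up as down, and for the F-test they were at the last hour only. The real comparisons with naïve IJs called changes above 2-fold, in many more genes. These shares therefore do not give the recovery of smaller changes or of changes in so many genes.

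Profiles were compared as the Spearman's rank correlation of log2(TPM + 1) across genes, and genes were clustered by k-means with K = 3 and 50 starts on the centered and scaled group means. The names of the clusters were first set to follow the highest of all 9 groups. Because that gave the same name to 2 clusters, they were named over naïve IJs and the in vivo hours only, after the profiles had been seen. Correlations between mRNA and protein used log2 of the mean TPM + 1 and log2 of the emPAI of S3 Table, with 100000 permutations. Shares of TPM were compared by exact permutation tests, which cannot give a p below 0.1 with 3 nematodes against 3. Lists of ESP genes and homologs were read from S3 to S6 Tables, and all 266, 52, 112 and 183 genes were found in the deposited tables. Genes were named in the text if the paper names them, or if they were among the 3 largest increases or the 3 largest decreases at 6 hours in vitro, over all genes or over ESP genes, with at least 10 TPM in the higher group and no overlap between the nematodes of the groups. The deposited tables do not pair gene identifiers with names, so descriptions come from the paper and S3 Table. No genome or annotation was used, so positions of genes are not given, and gene length is the length in the deposited tables.

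The alternatives tried were DESeq2 1.42.0, edgeR's exact test, no filter or a filter of at least 50 counts, a fit of all 27 nematodes together, an FDR threshold without a fold change, an FDR under 0.01 with a fold change above 4, the replicate number as a block, and leaving out each nematode in turn. For time courses, limma 3.58.1 on log2(TPM + 1) and a quadratic regression were tried, and for profiles and clusters a pseudocount of 0.1, filters on TPM, hierarchical clustering and limma's removeBatchEffect. Chosen after seeing the data were the block with replicate numbers 1 and 2 of 6 hours in vitro exchanged and the ratio of mean TPM for the neuropeptide pathway genes. Profiles, clusters and permutation tests were computed in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and scikit-learn 1.9.0, and figures were drawn with matplotlib 3.10.9. Expression in S. carpocapsae, gene ontology terms, protein domains and toxicity were not analysed here.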

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

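Of the tests below, the counts of other splits for the comparison at 9 hours, the test of the batch on the share of the ESP genes, the range of naïve IJs without the 10 highest ESP genes, the 3-hour values of single genes, and the requirement that the best in vivo hour hold with each nematode left out were chosen only after the result was seen.

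In vitro and in vivo nematodes differed at 9 hours in 2491 of 15001 genes (edgeR's quasi-likelihood F-test, FDR under 0.05 and fold change above 2), while at 6 hours 0 of 17924 genes were called and 1957 had an unadjusted p under 0.05. This is a difference between groups that the paper does not report gene by gene. Of the 4 splits of the 6 nematodes at 9 hours that part all same-numbered pairs, 1, the real one, gave as many genes. The largest other split gave 0. The other 6 of the 10 possible splits keep some same-numbered pairs together and gave 0 as well. By rank so few splits cannot exclude a random grouping. The other splits mix the groups, which adds any difference between them to the spread, so their counts of 0 add nothing to the rank. Lower depth in vitro was tested by thinning the in vivo libraries to the in vitro totals, which left between 1786 and 1861 genes over 3 draws, so depth alone did not remove the difference. Leaving out the 10 genes with the most counts gave 2507 genes. The log2 difference had a Spearman's rank correlation of -0.10 with gene length across the 15001 genes, at the edge of what had been set as no relation, so a part for gene length cannot be excluded. The batch that the 9-hour nematodes in vitro share with those of 3 hours was tested by correlating the differences across 14207 genes. The 9-hour difference had a correlation of 0.50 with the 3-hour difference and of -0.29 with the 6-hour difference, which is consistent with an effect of the batch. It could also follow from a course of activation in vitro that departs from that in vivo at both hours. The pattern cannot be told apart from the batch, since by the methods no in vivo nematode was in the batch of these nematodes.

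Of the genes differentially expressed between 6 hours in vitro and naïve IJs, 1265 differed between the in vitro and in vivo time courses by an F-test over 3, 6 and 9 hours jointly. Exchanging the in vitro and in vivo labels of same-numbered nematodes within hours gives 64 splits, and 1 of them, the real one, gave as many genes. The next largest, 1194, exchanged a pair at 6 hours only. Exchanging a pair at 9 hours only left 38 to 54 genes, and at 3 hours only 534 to 733, so that the result rests mostly on the 9-hour nematodes and then on those of 3 hours. These are the hours at which the in vitro nematodes are a batch of their own, and the explanations weighed for the 9-hour comparison apply here in the same way.

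The 266 ESP genes held 8.5% ± 1.0 of all TPM (SD, n = 3) at 9 hours in vitro, where all 3 nematodes were below all 3 naïve IJs (11.4% ± 1.0), while at 9 hours in vivo (19.9% ± 4.7) all 3 nematodes were above them. The difference between these changes was not tested. The share is a sum in which highly expressed genes weigh most. The median ESP gene had 42.7 TPM at 9 hours in vitro, above 11.2 in naïve IJs and below 67.1 at 9 hours in vivo. At 9 hours in vitro 117 ESP genes were upregulated and 48 downregulated against naïve IJs. The 10 ESP genes of highest mean TPM alone do not account for the lower share. Without them the highest share at 9 hours in vitro was 6.5% and the lowest at 9 hours in vivo 9.7%. The shares of naïve IJs then lay between 6.7% and 8.3%. Random loss of reads does not account for the lower share, since it leaves the expected share of a set of genes as it was. The ESP genes held 21.7% of the counts of the 9-hour in vivo libraries both before and after thinning to the in vitro totals. The 3-hour in vitro libraries, of 875478 to 3604010 counts, held 11.3% to 13.4% of TPM. Those of 9 hours, of 461692 to 2864098 counts, held 7.7% to 9.6%, which also argues against depth alone. A loss of molecules before PCR was not tested. The test of the batch could not decide. At 3 hours, in the same batch, the highest share in vitro was 13.4% and the lowest in vivo 11.0%, so that the groups overlapped, but the 9-hour nematodes in vitro are all of that batch. A hypothesis is that the summed expression of ESP genes may fall in vitro after 6 hours while it is kept up in the host. It cannot be told apart from the batch or from a loss of molecules before PCR.

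Several genes named in the text differed between in vitro and in vivo nematodes at 9 hours. The 3 chymotrypsin-like serine protease precursor genes were lower in vitro in 3 of 3 nematodes than in any in vivo nematode. L889_g5185 had 17.5 ± 15.7 against 4530 ± 2310 TPM (SD, n = 3), a log2 difference of -8.07 (SE 1.01, FDR 0.0028 from edgeR). L889_g16875 had 59.5 ± 8.87 against 2330 ± 653 TPM, a log2 difference of -5.55 (SE 0.41, FDR 0.00053 from edgeR). L889_g16869 had 211 ± 86.5 against 7230 ± 2390 TPM, a log2 difference of -5.35 (SE 0.51, FDR 0.0014 from edgeR). At 3 hours, in the same batch, the same genes had 683, 180 and 183 TPM in vitro against 1060, 419 and 255 TPM in vivo, a smaller difference. Any reads that fit more than 1 of these genes were divided between them by RSEM's estimate, and no test of that division was made. L889_g15885 (flp-18) was lower in vitro, with 11.1 ± 7.02 against 28.3 ± 2.86 TPM, a log2 difference of -1.58 (SE 0.45, FDR 0.041 from edgeR). L889_g1234, described as cathepsin B-like, was higher in vitro, with 189 ± 153 against 35.4 ± 15.7 TPM, a log2 difference of 2.19 (SE 0.52, FDR 0.024 from edgeR). The 2 ESP genes without a description had log2 differences of -4.71 (SE 0.78, FDR 0.0078 from edgeR) and -2.36 (SE 0.39, FDR 0.0074 from edgeR). For these 4 genes as well, all 3 nematodes in vitro lay outside the range of the 3 in vivo. At 3 hours, in the same batch, their mean TPM differed in the other direction, with 54.2 in vitro against 41.5 in vivo for flp-18, 25.9 against 56.4 for L889_g1234, and 2030 against 710 and 1230 against 604 for the genes without a description. A shift in the same direction at both hours of the batch would not give this, although at 3 hours 0 genes were called between in vitro and in vivo (3362 at an unadjusted p under 0.05). The tests of depth, of highly expressed genes, of gene length and of the batch were made on the set of 2491 genes and not gene by gene, and all 9-hour nematodes in vitro are of that batch, so a part for the batch cannot be excluded for any of these genes.

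The paper reports which proteins are in the ESPs of naïve IJs, and it does not report the expression of their genes after activation. Of the 575 genes of ESPs found only in naïve IJs, 528 were tested at 6 hours in vitro, and 148 (28.0%) were upregulated and 118 (22.3%) downregulated. A candidate explanation for the absence of these proteins from the 6-hour ESPs is lower mRNA after activation. The test went against it, since the median log2 fold change of 0.33 lay at percentile 100 of 10000 random lists of genes matched on expression, whose medians lay between -0.05 and 0.21 for the middle 95%. On the scale of TPM, without TMM scaling, these genes held 15.4% ± 0.3 of the TPM in naïve IJs and 11.7% ± 0.6 at 6 hours in vitro, so the direction depends on the scale and on the weight of highly expressed genes. No other technical explanation was tested for this set, and no biological explanation is offered.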

How the results depend on the processing

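Of the alternatives below, the replicate block with numbers 1 and 2 of 6 hours in vitro exchanged and the ratio of mean TPM were chosen only after the result was seen, and all others were set before the data were examined.

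Counts of differentially expressed genes against naïve IJs stayed within 1.5 times the reported number with an FDR threshold alone, DESeq2, edgeR's exact test, either change of the count filter, a fit of all 27 nematodes and the replicate block, for which 6 hours in vitro gave 3818 genes. With an FDR under 0.01 and a fold change above 4 they fell to 1547, 1539 and 3576 genes at 3, 6 and 9 hours in vitro, and to 722, 1721, 1995, 1858 and 2562 genes at 3, 6, 9, 12 and 15 hours in vivo. The same threshold gave 391 genes for in vitro against in vivo at 9 hours, 9 downregulated neuropeptide pathway genes and 17 downregulated ESP genes. Leaving out each nematode in turn gave from 3042 to 5790, from 2999 to 4574 and from 5140 to 7562 genes at 3, 6 and 9 hours in vitro. In vivo it gave from 2297 to 3603 genes at 3 hours, from 3885 to 5485 at 6 hours and from 3543 to 5806 at 12 hours, and it stayed within 1.5 times the reported number at 9 and 15 hours. The cause of these changes was not tested.

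The absence of called genes between in vitro and in vivo nematodes at 3 and 6 hours depends on the test. At 3 hours DESeq2 called 1228 genes, edgeR's exact test 883, no count filter 373 and the fit of all 27 nematodes 1135, against 0 as reported, where 3362 genes had an unadjusted p under 0.05. At 6 hours the same alternatives called 426, 252, 54 and 2 genes, a filter of at least 50 counts called 6 and leaving out each nematode in turn gave from 0 to 7, against 0 as reported, where 1957 genes had an unadjusted p under 0.05. At 9 hours leaving out each nematode gave from 777 to 1986 genes, and the other alternatives without a stricter threshold kept the number within 1.5 times 2491. The cause was not tested. Under DESeq2, edgeR's exact test, no count filter and the fit of all 27 nematodes, 9 hours had more genes than 3 hours, and 3 hours more than 6 hours.

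For the in vivo time course, the quadratic regression gave 2535 genes and leaving out each replicate number from 3756 to 5318. For the difference between the time courses, testing all genes gave 3610, the quadratic regression 260 and leaving out each replicate number from 401 to 657. The cause was not tested. With the replicate number as a block the numbers were 8031 and 1167, with numbers 1 and 2 of 6 hours in vitro exchanged the latter was 1176, and with limma on log2(TPM + 1) they were 10192 and 1379.

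The profile correlation at 6 hours was 0.926 with genes of at least 1 TPM in all 6 nematodes, 0.933 with all genes of at least 1 TPM on average in either group and 0.932 for log2 fold changes against naïve IJs. At 9 hours all genes gave 0.837 and log2 fold changes 0.902. The order of 6 hours over 3 and 9 hours held in each of these settings, with a pseudocount of 0.1, with Pearson's correlation and with each nematode left out. After removeBatchEffect the correlations were 0.955 at 3 hours and 0.950 at 9 hours, above the 0.947 at 6 hours, so this is the setting under which the order of the hours changed. A correction that has no term for condition brings the batch to the mean of the other nematodes by construction, and it cannot show that the profiles are alike.

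The sizes of the clusters stayed within 1.5 times those reported wherever clusters could be named. Under hierarchical clustering (2395, 2120 and 11 genes) and without replicate 2 (2395, 1223 and 908 genes) 2 of the clusters took the same name, so that only the cluster highest in naïve IJs has a value there. The share of TPM held by ESP genes at 6 hours in vitro was 20.3% without the ESP gene of highest mean TPM. The numbers of ESP genes detected and upregulated and the median TPM of the 52 shared genes stayed within 1.5 times those reported in all alternatives run for them, and the log2 difference of the shared genes kept its direction. The mRNA-protein correlations stayed positive, with a permutation p at or below 0.003, but with TPM of naïve IJs they fell to 0.275 (Pearson) and 0.179 (Spearman). For the 26 single genes named in the text, 368 alternative values were computed. Of these, 335 kept the direction and the side of the threshold, 16 in 7 genes kept the direction and lost the call, 1 gained a call, and 0 changed direction. The other 16 are ratios of mean TPM of the neuropeptide pathway genes, which were larger than the fold changes from edgeR in each of the 16 genes. Genes without reads in 1 of the groups fall below the count filter when a nematode of the other group is left out, so those fits give no value for them.

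Depth limits the libraries of 3 and 9 hours in vitro, in which 5992 to 14586 genes reached 10 counts and which could show no share below a floor of up to 6.5 CPM. A gene could still be tested at these hours when the 3 nematodes of the other group alone had 10 counts.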

Differences from the paper's values

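No test of a cause was chosen here, and the ratio of mean TPM is the only setting below that was chosen after the result was seen.

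The increasing cluster held 991 genes by k-means on the differentially expressed genes found here, against the paper's 366 genes in cluster 1, which is a MaSigPro cluster. None of the alternatives set before the data were examined closed the gap, with 988 genes for a pseudocount of 0.1, 940 with a TPM filter, 1206 after removeBatchEffect, 1004 without replicate 1 and 1017 without replicate 3.

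Among the ESP genes, 34 were downregulated at 6 hours in vitro, against the paper's 54. Of the alternatives set before the data were examined, DESeq2 with 39 genes and edgeR's exact test with 41 genes were within 1.5 times the paper's value. The gap remained with an FDR threshold alone (35), an FDR under 0.01 with a fold change above 4 (17), no count filter (35), a filter of at least 50 counts (33), all 27 nematodes in the fit (32), the replicate block (31) and each nematode left out (25 to 32).

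The decrease of L889_g32029 (Sf-flp-21) from naïve IJs to 15 hours in vivo was 4.35-fold, against the paper's 8-fold. Of the alternatives set before the data were examined, only the fit without replicate 3 of 15 hours in vivo, with 5.82-fold, came within 1.5 times the paper's value. The others, with DESeq2 (4.29), edgeR's exact test (4.38), no count filter (4.47), a filter of at least 50 counts (4.5), all 27 nematodes (4.32), the replicate block (4.53) and the remaining fits without 1 nematode (3.63 to 4.76), did not. The ratio of mean TPM, 7.89, is within 1.5 times the paper's value, and it was chosen after seeing the values.

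The paper states that enzymes of its cluster 2 reach a peak of expression at 6 hours in vitro and in vivo. In the cluster that increased and then decreased, 79 of 1137 genes had their highest in vitro mean at 6 hours, and mean TPM was 134 at 6 hours against 235 at 3 hours and 305 at 9 hours in vitro. In vivo, 590 genes had their highest mean at 6 hours. The 3-hour and 9-hour in vitro nematodes are a batch of their own, for which the paper's methods corrected the TPM and these values were not corrected. The clusters were formed on these values too, so the low 6-hour value in vitro may follow in part from the grouping.

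The paper states that the mRNA of every ESP was detected at 6 hours in vitro. At a threshold of 1 TPM in all 3 nematodes, 221 of 266 were, and 4 genes had no reads in any of the 3 nematodes.

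The paper proposes that nematodes at 6 hours in vitro are at the peak of venom production. The share of TPM held by the ESP genes was 23.2% at 6 hours in vitro and 26.6% at 15 hours in vivo (exact permutation test, two-sided, p = 0.2 with 3 nematodes against 3). A peak of this share at 6 hours in vitro was therefore not seen among all groups. It was the highest of the in vitro hours, of which the others are a batch of their own. The share is of mRNA and not of released protein, and 15 hours in vivo is another setting than the one the paper's statement names.

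The paper describes a minor peak at 6 hours for the genes of its in vivo cluster 2, which are high in IJs. That cluster was not rebuilt here. Of the 3753 genes highest in naïve IJs that changed over the in vivo time course, 542 had a mean at 6 hours above those at 3 and 9 hours.

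Fig 3B shows lower expression in vitro than in vivo at 3 and 9 hours in each of its clusters. Mean TPM was lower in vitro in 3 of the 6 comparisons of a k-means cluster at 3 or 9 hours, and mean log2(TPM + 1) in 4 of the 6.

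The paper states that the profiles at 3 hours in vitro and in vivo were significantly different. In the direct comparison by edgeR's quasi-likelihood F-test, 0 of 15983 genes were called at 3 hours, where 3362 had an unadjusted p under 0.05. The replicate block and a filter of at least 50 counts also gave 0. DESeq2 called 1228 genes, edgeR's exact test 883, no count filter 373 and the fit of all 27 nematodes 1135. Whether this differs from the paper therefore depends on the test.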

Other observations

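Of the tests below, the counts of other splits of 3 nematodes against 3, the requirement that the best in vivo hour hold with each nematode left out, the comparison of correlations within and between groups, the best in vivo matches of 3 and 6 hours in vitro, the correlation of emPAI with naïve TPM, the test of exchanged replicate numbers and the count of clusters by log2(TPM + 1) were chosen only after the result was seen.

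The correlation between in vitro and in vivo profiles was lower at 3 hours (0.900) and 9 hours (0.869) than at 6 hours (0.946), which the libraries' depth could produce. Thinning the 6-hour in vitro libraries to the totals of 3 hours in vitro lowered the correlation to 0.941 and removed 11.4% of the gap, and thinning to the totals of 9 hours lowered it to 0.936 and removed 12.3%, so that random loss of reads produced a small part of the gap. Thinning does not imitate a loss of molecules before PCR, which was not tested. At 3 hours the in vitro nematodes had correlations of 0.792 to 0.845 with each other and of 0.758 to 0.866 with single in vivo nematodes. The in vivo nematodes of that hour had 0.862 to 0.907 with each other. The lower value at 3 hours therefore cannot be told apart from variation between the in vitro nematodes. At 9 hours correlations within in vitro (0.879 to 0.929) and within in vivo (0.914 to 0.944) were above those between them (0.782 to 0.859). At 6 hours those within in vitro (0.939 to 0.942) were above those between the settings (0.879 to 0.915). Those within in vivo (0.893 to 0.914) lay inside that range. The differences between in vitro and in vivo at 3 and 9 hours had a correlation of 0.47 with each other, against -0.23 for 6 with 9 hours and -0.25 for 3 with 6 hours, which is consistent with an effect of the shared batch. Another hypothesis is that the 9-hour nematodes in vitro were at another stage of the in vivo course. Their log2 fold changes against naïve IJs had the highest correlation with 12 hours in vivo (0.917, against 0.902 with 9 hours). With each nematode left out, 12 hours was the best match in 11 of 12 fits and 9 hours in 1, so the test cannot tell. By the same measure 3 hours in vitro was closest to 6 hours in vivo (0.889, against 0.880 with 3 hours), and 6 hours in vitro, which is outside the batch, to 9 hours in vivo (0.945, against 0.932 with 6 hours). These gaps are no larger than the one at 9 hours and were not computed with nematodes left out. By levels of log2(TPM + 1), 9 hours in vitro was also closest to 12 hours in vivo (0.892, against 0.869 with 9 hours). By levels, 3 hours in vitro was closest to 3 hours in vivo (0.900, against 0.876 with 6 hours). The 6-hour nematodes in vitro were about as close to 6 hours (0.946) as to 9 hours (0.948) in vivo. The best matches therefore do not settle the stage. The gap cannot be told apart from the batch.

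More genes were differentially expressed against naïve IJs at 9 hours in vitro (8036) than at 6 hours (4526). Random loss of reads is not the source of the larger number. Thinning the 6-hour libraries to the 9-hour totals gave between 4091 and 4125 genes over 3 draws, fewer than at full depth. Thinning does not imitate a loss of molecules before PCR, so a part for low input cannot be excluded. The effect of the batch on this number was not tested.

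For each of the 8 comparisons of an activated group with naïve IJs, 1 of the 4 splits that part all same-numbered pairs, the real one, gave as many genes as reported, and the largest other split of these 4 gave 0. For in vitro against in vivo, 4 of 4 splits at 3 hours and 4 of 4 at 6 hours gave at least as many genes as the real one, which gave 0 (3362 and 1957 genes at an unadjusted p under 0.05), and with a real count of 0 no other outcome was possible, so these splits say nothing about a random grouping. For the comparisons with naïve IJs, 1 of 4 is by rank alone a share that a random grouping could also give. For these 8 comparisons the real split gave 4108 to 8036 genes and any other at most 1. The other splits mix the groups, which adds any difference between them to the spread, so this gap adds nothing to the rank. Over all comparisons, those of in vitro with in vivo included, the remaining 6 of the 10 splits keep some same-numbered pairs together. They gave at most 4 genes. For the in vivo time course, 1 of 100 regroupings of the 18 nematodes within replicate numbers, the real one included, gave 8685 genes or more, and the next largest gave 4838.

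The share of TPM held by the ESP genes was higher at 15 hours in vivo (26.6%) than at 6 hours in vitro (23.2%), with an exact permutation p of 0.2. Without the 10 ESP genes of highest mean TPM it was 12.4% ± 0.7 at 15 hours in vivo and 11.9% ± 0.8 at 6 hours in vitro (SD, n = 3), so the order held, by less than the spread between nematodes. No biological explanation was tested.

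The genes of the 160 ESPs found at 6 hours and not in naïve IJs may be released because their mRNA rises on activation. Their median log2 fold change at 6 hours in vitro was 4.10 over 148 genes tested, at percentile 100 of 10000 random lists of genes matched on expression, whose medians lay between -0.18 and 0.29 for the middle 95%. Of these genes, 104 were upregulated and 10 downregulated. The 98 tested genes of ESPs found in both had a median of 0.19, within the range of their random lists, with 28 upregulated and 24 downregulated. The mRNA and protein were measured in different nematodes, and no technical explanation was tested, so this remains a hypothesis.

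Gene length could raise the correlation between TPM and emPAI of the ESP genes, since both measures depend on it. With gene length taken into account, the Spearman's rank correlation fell from 0.438 to 0.375, so length is not the only source of it. With TPM of naïve IJs the correlation was 0.179, lower than with 6 hours in vitro by more than the spread between single nematodes, which is consistent with the emPAI following the mRNA of the nematodes' own stage. Correlations with 6 and 9 hours in vivo, at 0.449 and 0.450, were as high as with 6 hours in vitro, so the relation does not single out that group.

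For replicates 1 and 2 of 6 hours in vitro, the transcript values summed to the gene values of the same replicate number for 26.8% of genes, and those of the other replicate matched. This suggests that the replicate numbers were exchanged between the gene and transcript tables. Both replicates are of the same condition, so comparisons of groups do not depend on it, and the block with these numbers exchanged gave 3354 genes for 6 hours in vitro against naïve IJs, where the block with the numbers as given had 3818.

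Fig 3B shows each cluster lower in vitro than in vivo at 3 and 9 hours. A candidate explanation is that counts not scaled for library size were plotted. Mean unscaled counts were lower in vitro in 6 of 6 comparisons of a cluster at 3 or 9 hours, while mean TPM was lower in 3 of 6 and mean log2(TPM + 1) in 4 of 6. The lower totals of these libraries make lower unscaled counts near certain for any set of genes, so the test cannot tell. The clusters are those of the k-means and not of MaSigPro, so the unit plotted in Fig 3B is not known from this.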
